# Sp3 is essential for normal lung morphogenesis and cell cycle progression during mouse embryonic development

**DOI:** 10.1242/dev.200839

**Published:** 2023-03-03

**Authors:** Alyssa M. McCoy, Omar Lakhdari, Sayane Shome, Kaitlin Caoili, Gilberto E. Hernandez, Nima Aghaeepour, Lindsay D. Butcher, Kathleen Fisch, Lawrence S. Prince

**Keywords:** Alveolar development, Transcriptional regulation, Cell proliferation, Lung mesenchyme, Lipofibroblast, Myofibroblast

## Abstract

Members of the Sp family of transcription factors regulate gene expression via binding GC boxes within promoter regions. Unlike Sp1, which stimulates transcription, the closely related Sp3 can either repress or activate gene expression and is required for perinatal survival in mice. Here, we use RNA-seq and cellular phenotyping to show how Sp3 regulates murine fetal cell differentiation and proliferation. Homozygous *Sp3^−/−^* mice were smaller than wild-type and *Sp^+/−^* littermates, died soon after birth and had abnormal lung morphogenesis. RNA-seq of *Sp3^−/−^* fetal lung mesenchymal cells identified alterations in extracellular matrix production, developmental signaling pathways and myofibroblast/lipofibroblast differentiation. The lungs of *Sp3^−/−^* mice contained multiple structural defects, with abnormal endothelial cell morphology, lack of elastic fiber formation, and accumulation of lipid droplets within mesenchymal lipofibroblasts. *Sp3^−/−^* cells and mice also displayed cell cycle arrest, with accumulation in G_0_/G_1_ and reduced expression of numerous cell cycle regulators including *Ccne1*. These data detail the global impact of Sp3 on *in vivo* mouse gene expression and development.

## INTRODUCTION

Throughout the genome, transcription factor binding facilitates chromatin unwinding and marks genes for mRNA transcription. Complex regulation of transcription factor binding, and subsequent gene expression, drives diverse biological processes during development and homeostasis. The actual process of mRNA transcription relies on conserved molecular machinery binding to various promoter elements. In genes with promoters containing TATA box sequences, associations of TATA binding protein (TBP) with the pre-initiation complex drive conformational changes in the DNA structure and recruit RNA polymerase II to initiate transcription (Bhuiyan and Timmers, 2019; Lee and Hahn, 1995). In gene promoters lacking a TATA box, transcription initiation can begin at GC-rich regions known as GC boxes (classically 5′-GGGGCGGGG-3′) or GT/GACC boxes (5′-GGTGTGGGG-3′) (Gidoni et al., 1985). Formation of the pre-initiation complex at GC boxes requires DNA binding by members of the specificity protein (Sp) or Kruppel-like factor (KLF) family of transcription factors (Suske, 1999; Kaczynski et al., 2003). Sp/KLF members bind GC-rich regions via conserved tripartite zinc-finger DNA binding motifs and cooperate with TBP to facilitate pre-initiation complex formation. Understanding how specific factors promote gene transcription by these core mechanisms therefore provides important biological insight into developmental and disease processes.

GC boxes are widespread in the mammalian genome, with approximately a quarter of promoters containing at least one GC sequence (Suske, 2017). Mammals express nine Sp family members and 17 KLF transcription factors, each with conserved DNA binding domains (Kaczynski et al., 2003; Suske et al., 2005; Philipsen and Suske, 1999). Sp1 (originally named for the Sephacryl and Phosphocellulose columns used for its purification) activates gene transcription when bound to GC boxes, both within the promoter region and distant enhancers (Dynan and Tjian, 1983; O'Connor et al., 2016; Cawley et al., 2004; Pascal and Tjian, 1991). Like Sp1, the mammalian family member Sp3 binds GC sequences and is ubiquitously expressed. When a single GC box is present, Sp1 and Sp3 appear to have similar transcriptional activation functions (Udvadia et al., 1995). However, in genes with multiple GC sequences, Sp3 can either activate or repress transcription (Birnbaum et al., 1995; Dennig et al., 1996; Sjottem et al., 1996). The inhibitory function of Sp3 may require post-translational modifications and could involve interfering with higher order Sp1 complex formation or facilitating recruitment of other transcriptional repressors (Valin and Gill, 2013; Stielow et al., 2010; Sapetschnig et al., 2002; Ross et al., 2002). Co-expressed in most cells, Sp1 and Sp3 appear to localize to distinct nuclear regions (He et al., 2005). While sharing similar DNA-binding domains, Sp1 and Sp3 have distinct C-terminal regions that likely contribute to their unique functions (Suske, 1999).

Sp3 interacts with other regulatory proteins to impact chromatin accessibility and mRNA transcription (Li et al., 2004). Having the ability to function as both activator and repressor, Sp3 demonstrates complex biological functions in regulating genes important for normal cell biology, developmental processes and response to environmental stimuli. We previously demonstrated how Sp1 and Sp3 differentially regulate the key developmental gene *Fgf10*, including regulation of *Fgf10* promoter activity by interactions of Sp3 with the innate immune response transcription factor NF-κB (Carver et al., 2013). Knockout mice lacking Sp3 die at birth and display multiple developmental phenotypes. *Sp3^−/−^* embryos also had defective bone ossification and tooth development (Gollner et al., 2001; Bouwman et al., 2000). Definitive hematopoiesis was impaired in *Sp3^−/−^* embryos, with delayed production of erythrocytes and partial defects in lymphocyte development (Van Loo et al., 2003). Although the exact cause of perinatal mortality in *Sp3^−/−^* mice was unclear, abnormalities in lung development could contribute to reduced survival at birth (Bouwman et al., 2000).

Here, we present a comprehensive analysis of gene transcription to globally measure the impact of Sp3 on lung developmental biology and embryonal growth. We performed RNA-seq using fetal lung mesenchymal cells from *Sp3^−/−^* mice. In depth analysis of the gene pathways differentially expressed in Sp3 mutants identified several distinct biological areas regulated by Sp3. Cells lacking Sp3 failed to express many genes important for extracellular matrix assembly, with abnormalities in myofibroblast/lipofibroblast differentiation. We also identified a defect in cell cycle regulation in *Sp3^−/−^* cells, leading to failed proliferation in culture and likely contributing to the abnormal growth of Sp3 mutant embryos. These results give a genome-wide assessment of Sp3-dependent transcriptional mechanisms and identify a number of key biological processes regulated by this ubiquitous but complex transcription factor.

## RESULTS

### Sp3 is required for normal lung growth and distal airway morphogenesis

To better understand the role of Sp3 in murine development, we examined litters of fetal mice lacking one or both copies of the *Sp3* allele (Fig. 1). As homozygous *Sp3^−/−^* mice are nonviable, timed mating of hemizygous *Sp3^+/−^* mice were used to generate mutant and wild-type (WT) embryos as well as neonates. Crown-rump measurements demonstrated that at embryonic day (E)15 and E18, *Sp3^−/−^* mice were smaller than WT and *Sp3^+/−^* littermates (Fig. 1A), consistent with previous reports (Bouwman et al., 2000). Live video monitoring of deliveries allowed immediate measurement of postnatal day (PND)0 *Sp3^−/−^* pups, who continued to have shorter crown-rump lengths than littermate controls (Fig. 1B). Additional defects in gross morphology were not observed upon examination.

**Fig. 1.**
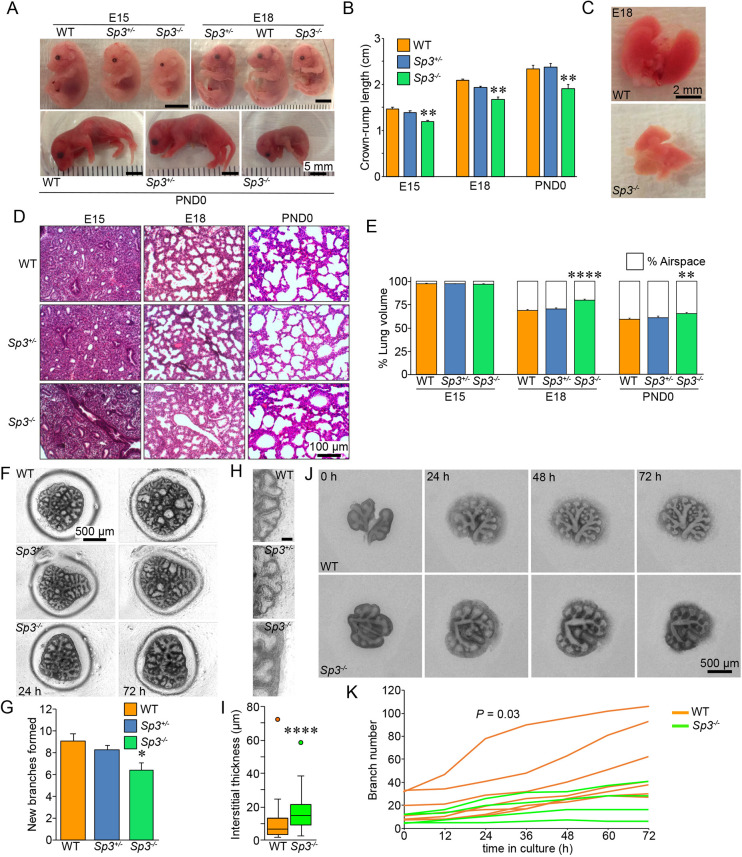
**Sp3 is required for normal lung growth and distal airway morphogenesis.** (A) Gross appearance of WT, *Sp3^+/−^* and *Sp3^−/−^* embryos (E15 and E18) and neonates (PND0). (B) *Sp3^−/−^* embryos and neonates had shorter crown-rump length compared with WT and *Sp3^+/−^* littermates. Data are expressed as mean±s.e.m., *n*=4-10 mice for each genotype. **P<0.01 compared with WT using two-tailed unpaired *t*-test. (C) Gross appearance of WT and *Sp3^+/−^* E18 hearts and lungs. (D,E) Hematoxylin and Eosin-stained lung sections from E15, E18 and PND0 WT, *Sp3^+/−^* and *Sp3^−/−^* mice (D). Representative sections from littermates are shown. Lung morphometry measurements showed reduced airspace in *Sp3^−/−^* lungs at E18 and PND0 (E). Data expressed as mean±s.e.m., *n*=3-5 mice for each genotype at each time point. Number of random images analyzed for each genotype: E15, 17-24; E18, 26-27; PND0, 47-50. **P<0.01, ****P<0.0001 compared with WT at each time point using two-tailed unpaired *t*-test. (F,G) Reduced saccular airway branch formation in *Sp3^−/−^* fetal lung explants (F). E15 fetal lung explants were cultured for 72 h with images acquired at 24 and 72 h. Brightfield images show new branch formation and changes in branch morphology along the periphery. *Sp3^−/−^* explants developed fewer airways compared with WT and *Sp3^+/−^* explants (G). Data expressed as mean±s.e.m. Explants were isolated from five separate litters, with 6-15 embryos per genotype; 39-106 explants analyzed. Representative images are shown. *P<0.05 versus WT using two-tailed unpaired *t*-test. (H,I) Increased interstitium in *Sp3^−/−^* E15 fetal lung explants. Images were obtained 24 h after culture and peripheral interstitial regions were measured using ImageJ. Representative images are shown in H. Scale bar: 20 μm. Box and whisker plots of measurements are shown in I. Plots show median values (middle bars) and first to third interquartile ranges (boxes); whiskers indicated 1.5 times the interquartile ranges; dots indicate outliers. ****P<0.001 versus WT using two-tailed unpaired *t*-test. WT, 96 measurements were included; *Sp3^−/−^*, 68 measurements. (J) Time lapse images of E12 lungs cultured for 72 h. (K) Total branch number for each E12 lung measured every 12 h. The number of new branches formed in each lung during every 12 h period in WT and *Sp3^−/−^* lungs was calculated and compared using the Wilcoxon signed rank test (*n*=42 for WT, 24 for *Sp3^−/−^*; *P*=0.03).

PND0 *Sp3^−/−^* mice were observed gasping with respiratory distress. Although their rapid postnatal deaths precluded additional physiological assessments, the phenotype suggested neonatal death in mice lacking Sp3 could be due to defects in lung development. We therefore examined structural lung morphology in embryonal and neonatal Sp3 mutants. The lungs of *Sp3^−/−^* embryos were grossly normal but smaller than WT and *Sp3^+/−^* littermates (Fig. 1C). Histological sectioning and airway morphometry measurements (Fig. 1D,E) showed that pseudoglandular stage development at E15 was similar in embryos of all genotypes. However, saccular airway development in *Sp3^−/−^* lungs appeared to be abnormal at E18. Lungs from E18 *Sp3^−/−^* mice had reduced airspace volume percent compared with WT and *Sp3^+/−^* littermates (****P<0.0001, two-tailed unpaired *t*-test). This defect in distal airway formation persisted in PND0 *Sp3^−/−^* mice. We also studied saccular stage airway morphogenesis in *Sp3^−/−^* lungs using E15 fetal lung explants. Fig. 1F,G shows increased airway branching in WT and *Sp^+/−^* explants over 48 h, with fewer new branches formed in *Sp3^−/−^* explants. *Sp3^−/−^* lungs and explants displayed thicker interstitial regions, consistent with the reduced saccular airspace in E18 and PND0 *Sp3^−/−^* mice (Fig. 1H,I). To test whether Sp3 was also required for earlier airway branching, we isolated lungs from E12 WT and *Sp3^−/−^* litters, measuring total airway branches upon isolation and then every 12 h during *ex vivo* culture via live cell microscopy (Fig. 1J). Although we did not measure significant differences in the number of early airways at E12, *Sp3^−/−^* lungs acquired fewer new branches over time compared with WT lungs (Fig. 1K). These data showed that Sp3 was therefore required for normal airway morphogenesis, possibly contributing to neonatal mortality.

### Differential gene expression in *Sp3^−/−^* fetal lung mesenchymal cells

Lung branching morphogenesis involves precise epithelial-mesenchymal cell interactions. Our previous data (Carver et al., 2013) and recent single cell analyses detected Sp3 expression in all cell populations throughout the developing lung (Fig. S1). We did not detect significant differences in the expression of the epithelial transcripts *Sox2*, *Sox9*, *Shh, Bmp4, Fgfr2* or *Sftpc* in WT and *Sp3^−/−^* total lung RNA using real time PCR (Fig. S2). To next focus on potential Sp3-dependent differences in the fetal lung mesenchyme, we isolated primary mesenchymal cells from E15 Sp3 mutant and WT lungs for analysis. After a brief culture period, we compared the transcriptional profiles of WT and *Sp3^−/−^* fetal lung mesenchymal cells by RNA-seq. 

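The libraries were made from mesenchymal cells that had been isolated from embryonic day 15 lungs by adhesion to culture plastic and then passaged. Their labels name 4 WT, 4 *Sp3+/-* and 3 *Sp3-/-* libraries. The paper compares the 4 WT with the 3 *Sp3-/-* libraries, and the 4 *Sp3+/-* libraries enter the fit with the suffix covariate and the comparisons that name them. For each library the authors deposited the reads that htseq-count assigned to each gene, listed by symbol, after STAR alignment to mm10 (GRCm38). The counts carry no normalization. The annotation version and the strand setting are not named in the paper's text. Between 14113788 and 35351093 reads were counted on genes in the WT libraries, with a median of 29805245. The range was 13842791 to 59297495 (median 32852024) in *Sp3+/-* and 9849111 to 45630738 (median 35128458) in *Sp3-/-*. The median of all 11 libraries was 34968482. The values here use the reads counted on genes. Between 38.4% and 40.9% of each library's total was tallied outside genes and left out, most of it (30.1% to 33.7% of the total) as alignments that were not unique. Genes with CPM above 1 in at least 1 library of a fit were compared with edgeR's quasi-likelihood test after TMM normalization. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Limma-voom was run as an alternative, without and with a consensus correlation within the first number of the library label. The paper describes limma-voom with a consensus correlation for repeated measures. Values for single libraries are log2 CPM, with TMM factors from all 11 libraries and a prior count of 2. Gene lists were tested with limma's cameraPR on each gene's signed z-score, with an inter-gene correlation of 0.01 and adjustment over 19 lists. Library titles end in a suffix (none, 2 or 3) that the paper's text does not explain. All 3 *Sp3-/-* libraries have none, whereas 3 of the 4 WT libraries have suffix 3 and WT library 468-4 has none. Of the *Sp3+/-* libraries, only 697-4 has none in its title, although the name of its file carries suffix 2. Titles were used. Genotype and suffix were therefore nearly confounded, and a fit of all 11 libraries with the suffix as a covariate is given beside the comparison of genotypes. The number of libraries per genotype limits the precision of every comparison.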

A volcano plot (Fig. 2A) illustrates the differences in gene expression between WT and *Sp3^−/−^* fetal lung mesenchymal cells along with noting selected genes. 

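*Sp3*, on chromosome 2 of GRCm38.p6 from 72936430 to 72980446, measured 6.37±0.35 log2 CPM in WT cells (s.d., n=4) and 4.24, 4.20 and 3.86 in the 3 *Sp3-/-* libraries. The log2 fold change of *Sp3* was -2.3 (standard error 0.21, adjusted p = 0.0061 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -2.43 and -2.16 when each of the 7 libraries was left out in turn, and was -2.28 with the suffix covariate. The paralog *Sp1* had a log2 fold change of 0.26 (standard error 0.11, adjusted p = 0.1226 from the same edgeR test). Of 14025 genes tested, 2599 (18.5%) had an adjusted p below 0.05. Of these, 627 were more than 2-fold higher and 722 more than 2-fold lower in *Sp3-/-* cells. Among the 7 fits that left out a library the count moved most without *Sp3-/-* library 697-2, to 282 genes, of which 281 were among the 2599. Without WT library 468-4 it rose to 4179. With the suffix covariate, 1329 genes were called, 201 of them more than 2-fold higher and 405 more than 2-fold lower. The 1126 genes called both with and without that covariate changed in the same direction. Genotype and suffix are separated there only through WT 468-4 and *Sp3+/-* 697-4. With the suffix taken from file names, which differs for 697-4, 163 genes were called. Among called genes with a mean above 2 log2 CPM and no overlap between the genotypes, *Got1l1* (log2 fold change 4.26) and *Aqp5* (3.62) rose most. *Aspn* (-5.47) and *Lrrc17* (-5.24) fell most, and with the suffix covariate the change of *Lrrc17* was -1.11 (adjusted p = 0.1933, edgeR).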

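All 50 genes drawn in Fig. 2B had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each in the direction drawn. They were chosen on these libraries, so the count is not independent evidence. The count was 49 with the suffix covariate. With single libraries left out it ranged from 45, without *Sp3-/-* library 697-2, to 50. *Actg2*, a smooth muscle actin drawn in that heat map, had a log2 fold change of -3.87 (standard error 0.57, adjusted p = 0.0108 from the same edgeR test).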

The heat map in Fig. 2B shows the normalized expression of the 50 most differentially expressed genes in each sample based on genotype. Ingenuity Pathway Analysis (IPA) of all differentially expressed genes identified potential Sp3-dependent roles in multiple developmental categories (Fig. 2C). 

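The pathway scores of Fig. 2C were not computed here, and hand-written lists of genes were tested instead. Of 25 actin cytoskeleton genes, 22 were lower and 3 higher in *Sp3-/-* than in WT cells, with a median log2 fold change of -0.96 (adjusted p = 6.96e-07, cameraPR). The adjusted p from edgeR was below 0.05 for 13 of them, all lower, and for 16 when adjusted over the list alone. The suffix covariate gave a median of -0.66. The median moved most, to -0.52, when the 3 *Sp3-/-* libraries were set against the only WT library without a suffix. Of 24 epithelial-mesenchymal transition genes, 18 were lower (median -0.66, adjusted p = 0.0011, cameraPR), 10 of them called lower and 1 called higher by edgeR. Adjusted over the list alone, 14 were lower and 4 higher, and the suffix covariate gave a median of -0.56. Of the 24 genes, 4 are also drawn in the paper's heat maps. The largest falls on this list were *Twist2* (-2.36) and *Postn* (-2.26). The 16 matrix metalloproteinase genes tested went both ways. Their median log2 fold change was -0.27 (adjusted p = 0.9486, cameraPR), with 3 called higher and 2 called lower by edgeR. Adjusted over the list alone, 5 were higher and 4 lower. The median was -0.60 without *Sp3-/-* library 697-5, -0.10 without 697-2, -0.13 without WT library 468-4 and -0.08 with the suffix covariate. *Mmp8* rose most on this list, by a log2 fold change of 3.38 (standard error 0.31, adjusted p = 0.0061, edgeR). Of the 13 lists with an adjusted p below 0.05 in cameraPR, all but the E2F target, S phase and G2 and mitosis genes held that level in limma's fry, and none did with a correlation estimated from the libraries.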

The reduced expression in *Sp3^−/−^* cells of genes related to the actin cytoskeleton, epithelial-mesenchymal transition and matrix metalloproteinases could lead to abnormal lung morphogenesis. Gene set enrichment analysis (GSEA) identified several distinct groups of genes, the expression of which was impacted by loss of Sp3 (Fig. 3). 

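The GSEA scores themselves were not recomputed, and the gene lists are the leading-edge genes legible in Fig. 3, which the paper chose on these libraries. Of 38 heme metabolism genes, 27 were higher in *Sp3-/-* cells, with a median log2 fold change of 0.75 (adjusted p = 0.0024, cameraPR). Called by edgeR were 14 higher and 7 lower. When adjusted over the list alone, 24 were higher and 11 lower. The suffix covariate gave a heme median of 0.45 (adjusted p = 0.0220, cameraPR). *Ctse* rose most, by 3.57 (standard error 0.63, adjusted p = 0.0153, edgeR). Of 35 bile acid metabolism genes, 24 were higher, with a median of 0.48 (adjusted p = 0.0043, cameraPR) that became 0.42 with the suffix covariate. Called by edgeR were 11 higher and 5 lower, against 22 and 10 when adjusted over the list alone. *Ttr*, on the bile acid list, had at most 3 counts in each WT library, and with *Ttr* at that limit the median did not change. Of 30 E2F target genes, 28 were lower, with a median of -0.98 (adjusted p = 6.96e-07, cameraPR). Called by edgeR were 8 lower and 1 higher, against 27 and 2 when adjusted over the list alone. The E2F median was -0.37 with the suffix covariate (adjusted p = 0.0056, cameraPR). The WT library without a suffix, 468-4, averaged 3.75 log2 CPM over these genes, between 3.00 and 3.84, the lowest and highest *Sp3-/-* libraries.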

The normalized enrichment scores (NES) were higher in *Sp3^−/−^* cells for genes related to heme and bile acid metabolism, whereas they were lower for genes related to E2F regulation of the cell cycle. 

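The 4 gene lists drawn in Fig. 4 were chosen by the paper on these libraries, so their counts are not independent evidence. All 18 extracellular matrix genes were lower in *Sp3-/-* cells, with a median log2 fold change of -2.12 (adjusted p = 3.74e-09, cameraPR). Of these, 13 were called lower by edgeR, and 17 when adjusted over the list alone. The list averaged 8.30±0.48 log2 CPM in WT cells (s.d., n=4) and 6.21±0.56 in *Sp3-/-* cells (s.d., n=3). The suffix covariate gave a median of -0.99 (adjusted p = 1.59e-07, cameraPR). *Col6a3* (-4.0) and *Col19a1* (-2.76) were among the largest falls. The 22 developmental signaling genes went both ways, with 7 called higher and 11 called lower, and 10 and 11 when adjusted over the list alone. Their median was -0.70 (adjusted p = 0.2254, cameraPR), or -0.33 with the suffix covariate. The list crossed the threshold with z-scores from DESeq2 (adjusted p = 0.0053, cameraPR).

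**Figure D1:**
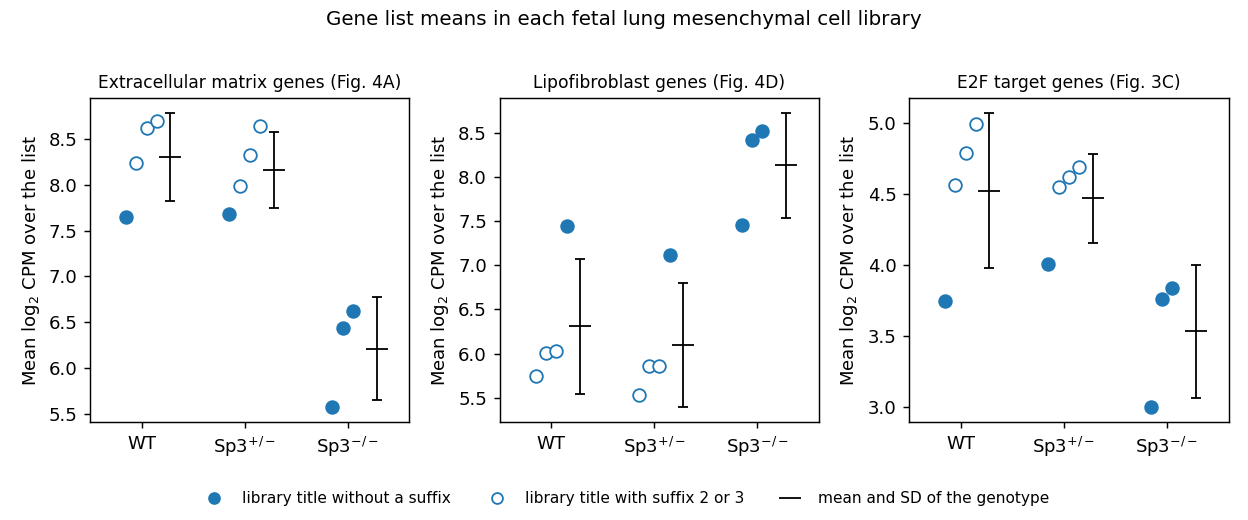
Mean log2 CPM of the extracellular matrix genes (Fig. 4A), the lipofibroblast genes (Fig. 4D) and the E2F target genes (Fig. 3C) in each library, by genotype. Filled points are libraries whose title has no suffix, open points those with suffix 2 or 3, and black marks show the mean and s.d. of each genotype. All 3 *Sp3-/-* libraries lie below the lowest WT library for the extracellular matrix genes (6.62 against 7.65), whereas the WT library without a suffix lies at 7.44 for the lipofibroblast genes, beside the lowest *Sp3-/-* library at 7.45.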

Inspection of differentially expressed genes from *Sp3^−/−^* mesenchymal cells identified multiple targets involved in formation of the extracellular matrix, signaling events during lung morphogenesis and markers of lung lipofibroblast and myofibroblast phenotypes (Fig. 4). 

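*Tnc*, on chromosome 4 of GRCm38.p6 from 63959785 to 64047015, averaged 11.49±0.68 log2 CPM in WT (s.d., n=4) and 9.39±0.40 in *Sp3-/-* cells (s.d., n=3). The log2 fold change of *Tnc* was -2.18 (standard error 0.41, adjusted p = 0.0174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.49 with the suffix covariate (adjusted p = 0.0342, edgeR). *Tnc* was called in 5 of the 7 fits that left out a library, and the highest adjusted p was 0.0558, without *Sp3-/-* library 697-2 (edgeR). *Fbn1*, on chromosome 2 from 125300594 to 125506485, averaged 10.60±0.73 and 9.00±0.33, a log2 fold change of -1.71 (standard error 0.38, adjusted p = 0.0266, edgeR). The fold change was -0.80 with the suffix covariate (adjusted p = 0.0755, edgeR). *Fbn1* was called in only 2 of the 7 fits, those without WT library 468-4 and without *Sp3-/-* library 685-1.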

*Tnc* and *Fbn1* are both key components of the extracellular matrix during lung morphogenesis and are lower in *Sp3^−/−^* cells (Mecham, 2018; Young et al., 1994; Gremlich et al., 2020; Fig. 4A). The differential expression of *Tgfb2* and *Axin2* (Fig. 4B) was interesting as we did not detect differences in WT and *Sp3^−/−^* total lung RNA (Figs S3, S4). 

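*Tgfb2*, on chromosome 1 of GRCm38.p6 from 186622787 to 186709697, averaged 6.38±0.22 log2 CPM in WT (s.d., n=4) and 4.71±0.14 in *Sp3-/-* cells (s.d., n=3). Its log2 fold change was -1.68 (standard error 0.14, adjusted p = 0.0061 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -1.57 with the suffix covariate (adjusted p = 0.0040, edgeR). *Axin2*, on chromosome 11 from 108917828 to 108950783, averaged 1.1 in WT and 4.34±0.48 in *Sp3-/-* cells. This was a log2 fold change of 3.3 (standard error 0.32), or 3.18 with the suffix covariate (adjusted p = 0.0070, edgeR). Both genes were called in all 7 fits that left out a library, and in neither did the WT and *Sp3-/-* libraries overlap. The total lung RNA of Figs S3 and S4 was not analysed here.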

Although using total RNA from the dozens of cells within the lung limits resolution, isolating mesenchymal cells for even brief culture times could also change cellular transcription.

**Fig. 2.**
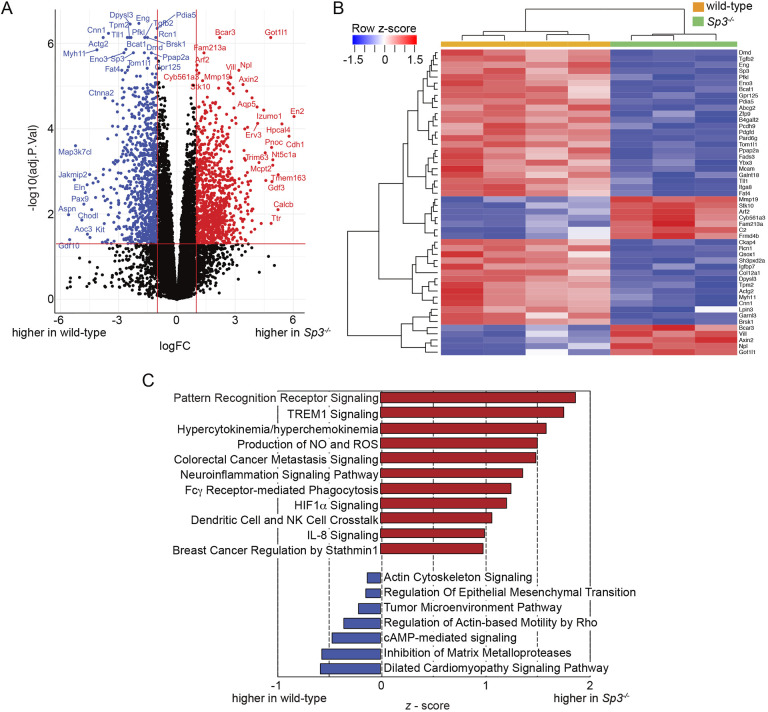
**Differential gene expression in *Sp3^−/−^* fetal lung mesenchymal cells.** (A) Volcano plot showing differentially expressed genes in WT and *Sp3^−/−^* fetal lung mesenchymal cells. Red, genes upregulated in *Sp3^−/−^* cells (adjusted *P*-value <0.05 and |log_2_FoldChange|>1); blue, genes downregulated in *Sp3^−/−^* cells (adjusted *P*-value <0.05 and |log_2_FoldChange|>1). (B) Unsupervised hierarchically clustered heatmap with normalized expression (*z*-score) of 50 most differentially expressed genes when comparing WT with *Sp3^−/−^* RNA-seq datasets. Data for each replicate are shown (*n*=3 for *Sp3^−/−^* cells, *n*=4 for WT cells). Raw count data was transformed to log_2_-counts per million followed by TMM-normalization before differential expression analysis using the limma-voom method. (C) IPA of differentially expressed genes. Categories of transcripts more enriched in *Sp3^−/−^* cells are shown in red with a *z*-score>0. Categories higher in WT cells are shown in blue with *z*-score<0.

**Fig. 3.**
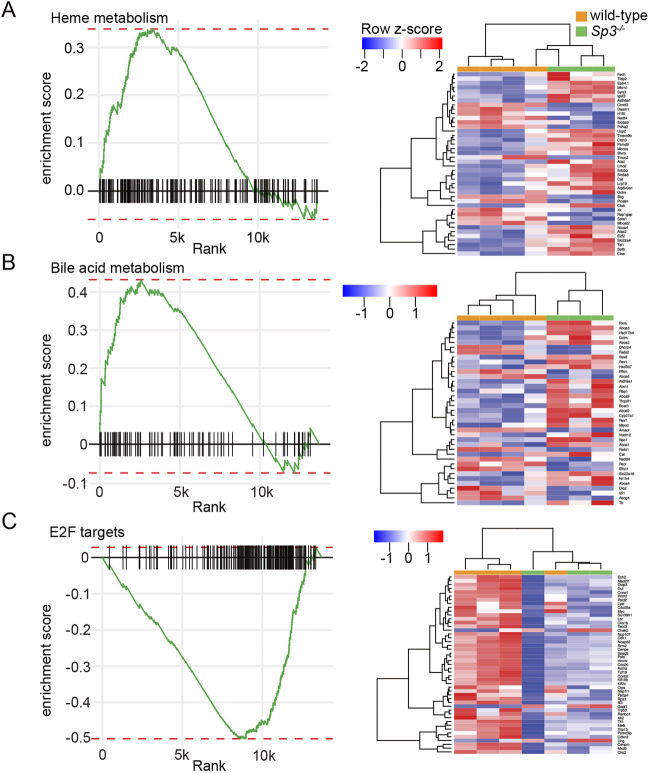
**GSEA analysis of differentially expressed genes in WT and *Sp3^−/−^* cells.** (A-C) GSEA of differentially expressed transcripts in *Sp3^−/−^* and WT cells revealed enriched gene sets related to heme metabolism (A), bile acid metabolism (B) and E2F targets (C). Heat maps showing normalized expression of leading-edge transcripts shown in right panels for each GSEA category. *n*=3 for *Sp3^−/−^*, *n*=4 for WT.

**Fig. 4.**
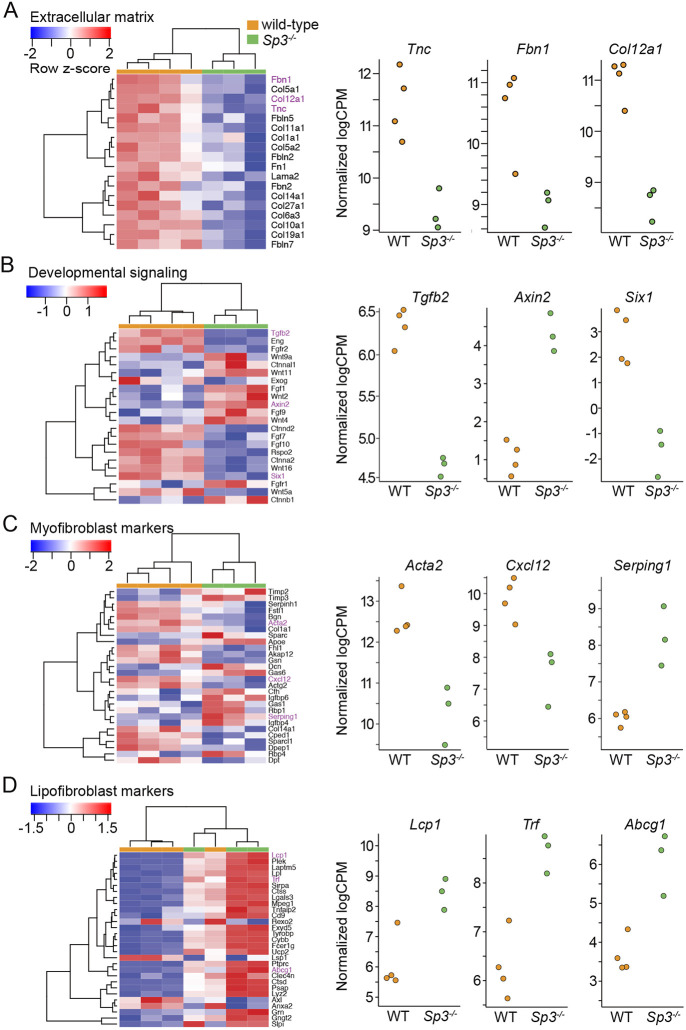
**Impact of Sp3 deletion on specific mesenchymal gene categories.** (A-D) Lists of transcripts related to extracellular matrix (A), developmental signaling (B), myofibroblast markers (C) and lipofibroblast markers (D) were analyzed in WT and *Sp3^−/−^* samples. Heat maps of differentially expressed genes within each category are shown in left panels. Transcripts expressed at higher normalized levels are indicated in red and lower levels in blue. For select genes, individual normalized CPM for each replicate are shown in right panels. *n*=3 for *Sp3^−/−^*, *n*=4 for WT.

Along with the decreased expression of multiple extracellular matrix components, *Sp3^−/−^* mesenchymal cells also had altered expression of myofibroblast markers, with reduced counts of *Acta2* and *Cxcl12* (Fig. 4C). However, *Serping1* was higher in *Sp3^−/−^* mesenchymal cells and inspection of the myofibroblast marker heat map revealed that loss of Sp3 did not produce uniform increase or decrease in all genes. In comparison, lipofibroblast markers were more likely to be expressed at higher levels in *Sp3^−/−^* cells (Fig. 4D). These complementary analyses each suggested the requirement of Sp3 in regulating lung mesenchymal phenotype and function.

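*Acta2*, on chromosome 19 of GRCm38.p6 from 34240336 to 34255585, averaged 12.63±0.51 log2 CPM in WT (s.d., n=4) and 10.31±0.75 in *Sp3-/-* cells (s.d., n=3). The log2 fold change of *Acta2* was -2.29 (standard error 0.43, adjusted p = 0.0175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -2.28 with the suffix covariate. Among the 7 fits that left out a library, the adjusted p was above 0.05 only without *Sp3-/-* library 697-2, at 0.0719 (edgeR). *Cxcl12*, on chromosome 6 from 117168535 to 117181368, had a log2 fold change of -2.32 (standard error 0.49, adjusted p = 0.0238, edgeR). The suffix covariate gave -1.40 (adjusted p = 0.0756, edgeR), and 3 of the 7 fits that left out a library called it, with the highest adjusted p, 0.0818, without 697-2 (edgeR). *Serping1*, on chromosome 2 from 84765360 to 84775444, was higher by a log2 fold change of 2.35 (standard error 0.35, adjusted p = 0.0108, edgeR). It was called in all 7 fits and with the suffix covariate, at 2.72. Of the 28 myofibroblast genes of Fig. 4C, 13 were higher and 15 lower in *Sp3-/-* cells, with a median of -0.53 (adjusted p = 0.4781, cameraPR). Called by edgeR were 6 higher and 9 lower, against 8 and 13 when adjusted over the list alone. The median was -0.34 with the suffix covariate. Without *Sp3-/-* library 685-1 it was -0.97.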

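Of the 29 lipofibroblast genes of Fig. 4D, 25 were higher in *Sp3-/-* cells, with a median log2 fold change of 2.17 (adjusted p = 4.98e-06, cameraPR). Called by edgeR were 10 higher and 2 lower, and 24 and 4 when adjusted over the list alone. The list averaged 6.31±0.76 log2 CPM in WT (s.d., n=4) and 8.13±0.59 in *Sp3-/-* cells (s.d., n=3). It was 0.99 with the suffix covariate (adjusted p = 2.13e-04, cameraPR). The median rose to 2.85 without WT library 468-4. *Slpi* rose most, by a log2 fold change of 4.93 (standard error 0.41, adjusted p = 0.0061 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lcp1*, one of the genes plotted by replicate, rose by 2.14 (standard error 0.53, adjusted p = 0.0336, edgeR), and by 1.11 with the suffix covariate (adjusted p = 0.0345, edgeR). It was called in 2 of the 7 fits that left out a library, those without WT library 468-4 and without *Sp3-/-* library 685-1. Macrophage genes outside this heat map rose as well (median 2.34, adjusted p = 3.12e-07, cameraPR). More macrophages in the *Sp3-/-* cultures are therefore a candidate explanation for the rise of the lipofibroblast genes. From the changes in these gene categories, the paper proposes that Sp3 is needed to regulate the phenotype and function of the lung mesenchyme.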

### Sp3 is required for normal vascular development in mouse lungs

To better characterize the multiple biological processes regulated by Sp3, we interrogated the network neighborhood of differentially expressed genes to identify subnetworks of closely interconnected genes. Fig. 5A shows three subnetworks and their enriched GO terms. These connections and patterns suggest that Sp3 is required for normal transcription of genes related to contractile phenotypes and extracellular matrix organization. Several noteworthy genes, including *Acta2*, *Myh11*, *Col10a1*, *Col5a1*, *Eln*, *Loxl2*, *Mmp13*, *Thbs2* and *Lama2* are highlighted in Fig. 5. In addition, expression of the mesenchymal integrin *Itga8* and the pericyte marker *Cspg4* were both reduced in *Sp3^−/−^* mesenchymal cells. 

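All of these network genes but *Mmp13* were lower in *Sp3-/-* cells. The largest falls were those of *Eln* (chromosome 5 of GRCm38.p6, 134702595 to 134747368), *Col10a1* and *Myh11*. *Eln* averaged 8.98±1.56 log2 CPM in WT (s.d., n=4) and 3.42±2.69 in *Sp3-/-* cells (s.d., n=3). Its log2 fold change was -5.04 (standard error 1.27, adjusted p = 0.0357 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -2.48 with the suffix covariate (adjusted p = 0.1249, edgeR). *Eln* was called in 1 of the 7 fits that left out a library, the fit without WT library 468-4. *Col10a1* fell by 4.60 on the log2 scale and *Myh11* by 4.15, and both were called in all 7 fits (highest adjusted p 0.0375 and 0.0452, edgeR). *Col5a1* (-1.56), *Loxl2* (-1.66) and *Lama2* (-2.43) lost their call, among the fits that left out a library, only without *Sp3-/-* library 697-2, with adjusted p of 0.0560, 0.0558 and 0.0598 (edgeR). *Thbs2* (-2.41) was called only without 468-4 among those fits. It was not called with the suffix covariate (-0.70, adjusted p = 0.3548, edgeR). *Mmp13* was higher by 1.96 (standard error 0.46, adjusted p = 0.0301, edgeR), by 1.53 with the suffix covariate (adjusted p = 0.0900, edgeR), and called in 2 of the 7 fits, those without 468-4 and without *Sp3-/-* library 685-1.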

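*Itga8*, on chromosome 2 of GRCm38.p6 from 12106632 to 12301985, averaged 7.97±0.51 log2 CPM in WT (s.d., n=4) and 5.20±0.30 in *Sp3-/-* cells (s.d., n=3). Its log2 fold change was -2.81 (standard error 0.32, adjusted p = 0.0074 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -2.06 with the suffix covariate (adjusted p = 0.0061, edgeR), and it was called with each library left out. *Cspg4*, on chromosome 9 from 56865104 to 56899870, averaged 6.21±0.70 and 5.06±0.41, a log2 fold change of -1.23 (standard error 0.40). This did not pass the threshold (adjusted p = 0.0698, edgeR), except in DESeq2 (adjusted p = 0.0101). The change of *Cspg4* was -0.71 with the suffix covariate.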

The reduced expression of genes related to mechanical properties, interactions with the extracellular matrix, and pericyte identity prompted examination of the fetal lung vasculature in *Sp3^−/−^* lungs (Fig. 5B-D). The lung capillary network normally undergoes dramatic expansion and remodeling during the pseudoglandular and saccular stages of lung development. In WT E15 lungs, PECAM1^+^ endothelial cells within the vascular plexus extended cellular processes surrounding the developing airways (Fig. 5B). Endothelial cells in *Sp3^−/−^* E15 lungs appeared to be less connected with rounder morphology. This difference was also observed at E18 (Fig. 5C). At PND0, the differences in endothelial cell morphology between WT and *Sp3^−/−^* lungs were still present although less obvious (Fig. 5D).

**Fig. 5.**
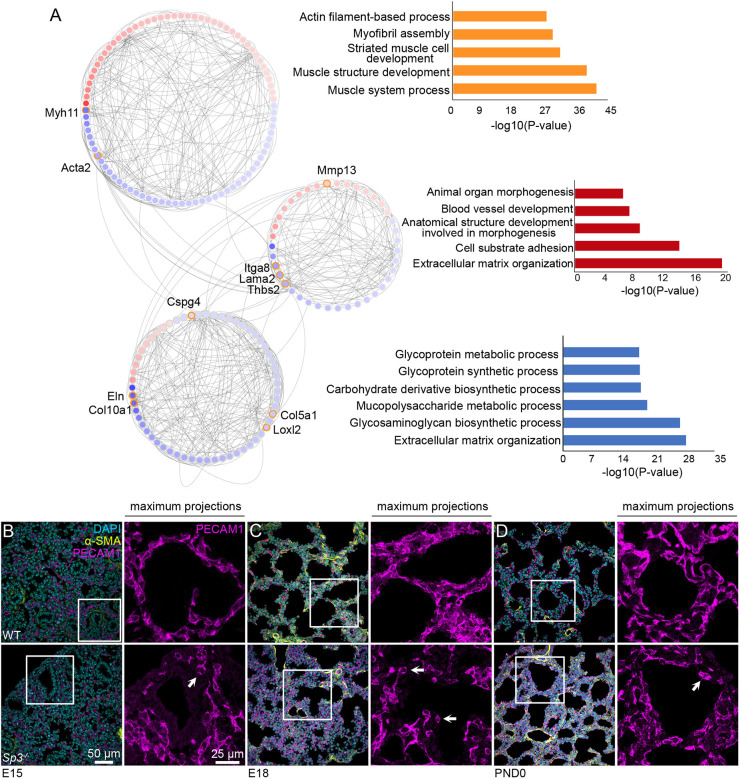
**Sp3 is required for normal vascular development in mouse lungs.** (A) Three adjacent subnetworks identified from network analysis of *Sp3^−/−^* and WT differentially expressed genes were identified with biological properties related to cell-matrix interactions, tissue structure, and blood vessel development. GO terms of differentially expressed node members are shown to the right. (B-D) Altered endothelial cell morphology in *Sp3^−/−^* lungs at E15 (B), E18 (C) and PND0 (D). Sections labeled with DAPI (cyan), anti-α-SMA (yellow) and anti-PECAM1 (magenta) and imaged by confocal microscopy. Maximum *z*-projections of anti-PECAM1 labeling corresponding to the area outlined in white are shown at the right of each panel. White arrows indicate endothelial cells with rounder morphology in *Sp3^−/−^* lungs. Images shown are representative of samples from three separate litters.

### Sp3 regulates lung mesenchymal differentiation and phenotype

To characterize the morphology of the fetal lung mesenchymal populations in WT and *Sp3^−/−^* lungs, we examined the expression pattern of α-smooth muscle actin (α-SMA) at PND0 (Fig. 6). Smooth muscle cells surrounding the conducting airways appeared to be similar in WT and *Sp3^−/−^* lungs (Fig. 6A,D). However, while the α-SMA^+^ myofibroblasts residing in the distal gas exchange regions of WT lungs contained elongated cell processes with α-SMA^+^ stress fibers (Fig. 6B,C), α-SMA^+^ cells in *Sp3^−/−^* lungs demonstrated a more rounded morphology with cytoplasmic actin staining (Fig. 6E,F). We also examined the fibrillin- and elastin-containing elastic fiber assembly in PND0 *Sp3^−/−^* lungs using a modified Hart's stain. In WT lungs, thin, long filaments of elastic fibers stretch around saccular airways (Fig. 6G,H). In contrast, elastic fibers in *Sp3^−/−^* lungs were much less abundant and present as short, wavy segments (Fig. 6I,J). Collectively, these data demonstrated the requirement of Sp3 in the formation of both the lung vasculature and mechanical, tensile support structures in the distal lung.

**Fig. 6.**
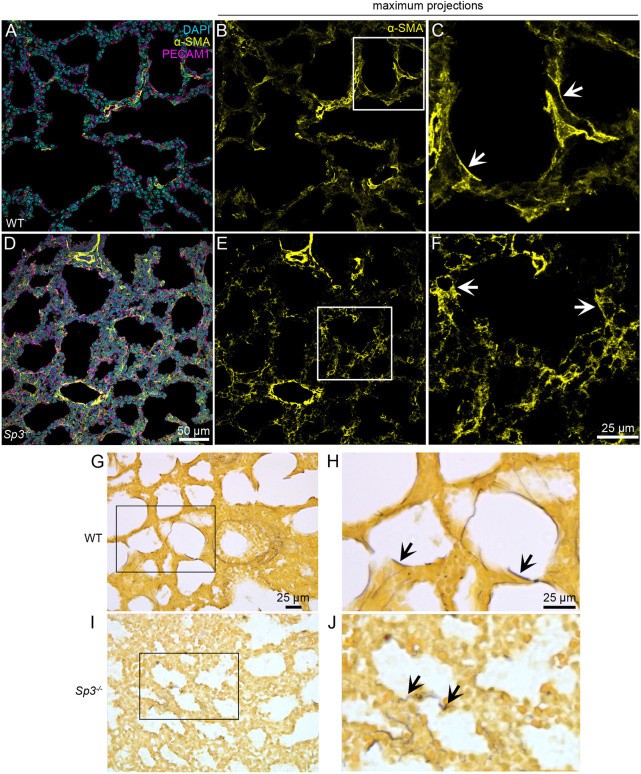
**Disruption of myofibroblast morphology and elastic fibers in *Sp3^−/−^* mouse lungs.** (A-F) Lung sections from PND0 WT (A-C) and *Sp3^−/−^* (D-F) mice were stained with antibodies against α-SMA (yellow) to label airway smooth muscle and myofibroblasts, PECAM1 (magenta) to label endothelial cells and DAPI to label nuclei (cyan). Sections were imaged by confocal microscopy and images are representative of samples from three independent litters. Maximum *z*-projections of anti-α-SMA labeling are shown in B,C,E and F with areas outlined by white in B and E shown at higher magnification in C and F, respectively. White arrows highlight cells with different α-SMA staining patterns. (G-J) Lung sections from PND0 WT (G,H) and *Sp3^−/−^* (I,J) mice were stained using a modified Hart's stain to visualize elastic fibers. Areas outlined by boxes in G and I are shown at higher magnification in H and J. Arrows in H and J highlight differences in fiber appearance between WT and *Sp3^−/−^* samples. Images are representative of samples from three independent litters.

Although deletion of Sp3 reduced extracellular matrix expression, we measured increased expression of genes involved in lipid metabolism in *Sp3^−/−^* cells. 

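*Lpl*, which lies on chromosome 8 of GRCm38.p6 from 68880555 to 68906932, averaged 6.65±1.03 log2 CPM in WT (s.d., n=4) and 8.47±0.54 in *Sp3-/-* cells (s.d., n=3). The libraries of the genotypes overlapped. Its log2 fold change was 1.56 (standard error 0.58, adjusted p = 0.0965 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.56 with the suffix covariate. Without WT library 468-4 it was 2.38 (adjusted p = 0.0039, edgeR). *Lpl* also passed with DESeq2 (adjusted p = 0.0191), limma-voom with consensus correlation (0.0428) and the first label number as a block (0.0037, edgeR). That block takes WT 468-4 out of the comparison, so it is close to the fit without that library. *Fabp4*, on chromosome 3 from 10204342 to 10208616, averaged 4.03±0.85 and 6.28±1.08. This was a log2 fold change of 2.26 (standard error 0.61, adjusted p = 0.0425, edgeR), or 1.14 with the suffix covariate (adjusted p = 0.1896, edgeR). *Fabp4* was called in 2 of the 7 fits that left out a library, those without 468-4 and without *Sp3-/-* library 685-1, and not by limma-voom (adjusted p = 0.0558). No test separated more macrophages in the cultures from a change of *Lpl* and *Fabp4* within mesenchymal cells. *Ppargc1a* and *Sox11*, drawn in the same subnetwork, were lower, with log2 fold changes of -2.19 and -1.99 (adjusted p = 0.0235 and 0.0104, edgeR).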

Fig. 7A,B shows a subnetwork corresponding to metabolism of lipids and lipoproteins, with increased expression of the lipoprotein lipase *Lpl* and fatty acid binding protein-4 (*Fabp4*). These patterns suggested that loss of Sp3 might promote a lipofibroblast phenotype. To test this hypothesis, we stained E18 and PND0 lung sections with Oil Red O to label lipid droplets throughout lung tissue (Fig. 7C). In WT lungs, lipid droplets were detected in distinct clusters of mesenchymal cells and in epithelia, consistent with lipofibroblast localization and lamellar bodies within alveolar type 2 cells. Lungs from *Sp3^−/−^* mice had increased numbers of Oil Red O-positive droplets throughout the lung interstitium. These data were consistent with loss of Sp3 expression promoting a lipofibroblast phenotype in the developing lung mesenchyme, at the expense of myofibroblast or matrix-producing fibroblast phenotypes. FACS suggested PND0 *Sp3^−/−^* lungs had a higher percentage of CD31^+^ endothelial cells with a corresponding decrease in lineage-negative mesenchymal cells (Fig. S5). In addition, increased expression of endothelial markers *Vwf* and *Cd34* in *Sp3^−/−^* mesenchymal cells suggested Sp3 might also regulate mesenchymal-endothelial differentiation. 

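*Vwf*, on chromosome 6 of GRCm38.p6 from 125552948 to 125686679, had a log2 fold change of 2.22 in *Sp3-/-* against WT cells (standard error 0.63, adjusted p = 0.0478 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The suffix covariate brought it to 0.79 (adjusted p = 0.3213, edgeR). Of the 7 fits that left out a library, those without WT library 468-4 and without *Sp3-/-* library 685-1 called *Vwf*. The highest adjusted p, 0.1627, came without 697-2 (edgeR). *Cd34*, on chromosome 1 from 194938821 to 194961292, had a log2 fold change of 1.02 (standard error 0.48), which did not pass the threshold (adjusted p = 0.1683, edgeR). Without 468-4 it was 1.49 and passed (adjusted p = 0.0338, edgeR), and without *Sp3-/-* library 685-1 it was 0.53 (adjusted p = 0.4830, edgeR). It was 0.60 with the suffix covariate. The libraries of the genotypes overlapped for both genes.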

Changes in mesenchymal cell differentiation could impact alveolar epithelial cell differentiation. We therefore stained E18 and PND0 lungs from WT and *Sp3^−/−^* mice with antibodies labeling AT1 (HOPX) and AT2 (SPC) cell populations. At E18, AT1 and AT2 cells in *Sp3^−/−^* lungs appeared to be slightly more clustered compared with WT (Fig. 7D). However, staining patterns at PND0 appeared to be similar in WT and *Sp3^−/−^* lungs (Fig. 7E). Sp3-dependent changes in lung mesenchymal cell differentiation therefore did not prevent epithelial differentiation.

**Fig. 7.**
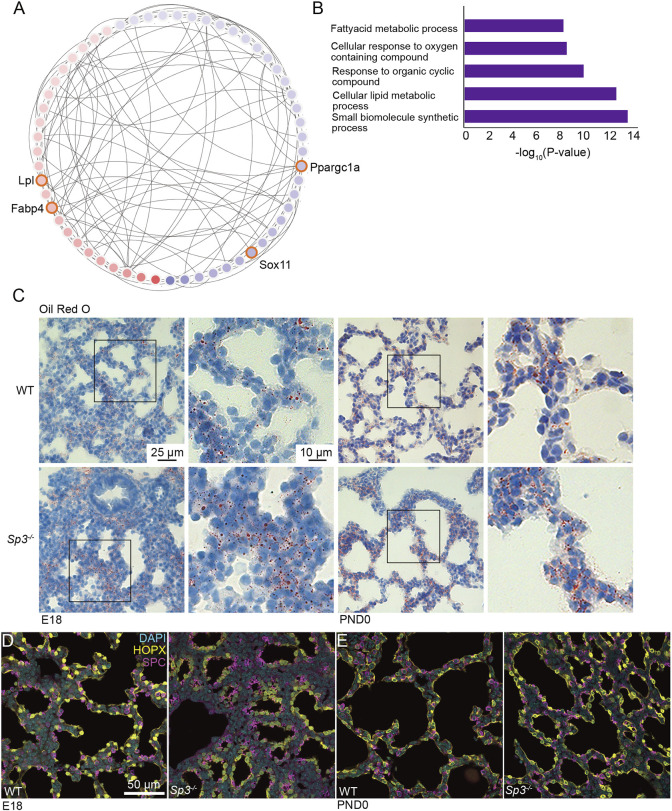
**Deletion of Sp3 increased lipid accumulation in mouse lungs.** (A) Subnetwork related to lipid and lipoprotein metabolism, with upregulated genes in *Sp3^−/−^* samples compared with WT indicated in red and downregulated genes shown in blue. (B) GO categories enriched for differentially expressed genes in this subnetwork. (C) Oil Red O staining of WT and *Sp3^−/−^* E18 and PND0 lung sections demonstrated more abundant and widespread lipid droplets throughout the lung interstitium of *Sp3^−/−^* mice. Areas outlined in boxes are shown at higher magnification in panels to the right. Images are representative of samples taken from three different litters. (D,E) Lung sections from E18 (D) and PND0 (E) WT and *Sp3^−/−^* mice were stained with antibodies against HOPX to label AT1 cells (yellow), surfactant protein C to label AT2 cells (SPC, magenta) and DAPI to label nuclei (cyan). Sections were imaged by confocal microscopy and images are representative of samples from three independent litters.

### Sp3 is required for cell proliferation

In addition to the lung morphogenesis abnormalities, mice lacking Sp3 were smaller than their control littermates. We hypothesized this growth phenotype was due to reduced cell proliferation during embryogenesis. GSEA supported this hypothesis by identifying reduction in E2F target gene expression in *Sp3^−/−^* cells (Fig. 3). 

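E2F target genes act mostly in S phase and in G2 and mitosis, and 11 of the 30 drawn in Fig. 3C are also on hand-written lists for these phases. Of 37 S phase genes, 34 were lower in *Sp3-/-* cells, with a median log2 fold change of -0.60 (adjusted p = 1.03e-04, cameraPR). By edgeR 5 were called, all lower, and 2 when adjusted over the list alone. All 19 G2 and mitosis genes were lower, with a median of -1.25 (adjusted p = 3.09e-05, cameraPR). By edgeR 2 were called. When adjusted over the list alone, the number called was 0. With the suffix covariate the medians were -0.05 (adjusted p = 0.7469, cameraPR) and -0.13 (adjusted p = 0.4416, cameraPR), so neither difference held with that covariate. The G2 and mitosis genes averaged 3.38 log2 CPM in WT library 468-4 and from 4.64 to 5.44 in the other WT libraries. They averaged 2.50 to 3.79 in the *Sp3-/-* libraries.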

To test whether Sp3 was required for cell proliferation during development, we stained fetal tissue sections for the mitotic cell marker phospho-histone H3 (PHH3). Because very few PHH3^+^ cells were detected in fetal lung sections, we quantified proliferating cells in fetal liver samples. As seen in Fig. 8A-C, *Sp3^−/−^* mice had significantly fewer PHH3^+^ cells when normalized to total cell number, consistent with fewer cells in the fetal liver undergoing mitosis. We also observed that *Sp3^−/−^* primary cells grew more slowly in culture with limited passage capacity. Although we were able to culture sufficient cell number for the RNA-seq experiments, we used a transgenic conditional immortalization approach to better study the role of Sp3 in cell division and proliferation. We crossed Sp3 mutant mice with transgenic SV40ts mice (Immortomice) that express an interferon-inducible, temperature sensitive SV40 large T allele. The SV40ts allele allowed us to isolate primary fetal lung mesenchymal cells, expand them at 33°C in the presence of IFN-γ, and then study their ability to move through the cell cycle. Fig. 8D,E shows the similar morphology and cell density of expanding, cultured SV40ts and SV40ts-*Sp3^−/−^* cells at 33°C. Following passage, removal of IFN-γ and shift to 37°C for 5 days, SV40ts-*Sp3^−/−^* cells only partially covered tissue culture plates, suggesting a defect in cell proliferation (Fig. 8F,G). To directly study cell cycle progression, cells were then plated to reach similar densities, harvested, stained with PI, and analyzed using fluorescence-activated cell sorting (FACS). Fetal lung mesenchymal cells lacking Sp3 accumulated in G_0_/G_1_ and were less likely to advance into the G_2_/M phase (Fig. 8H,I).

**Fig. 8.**
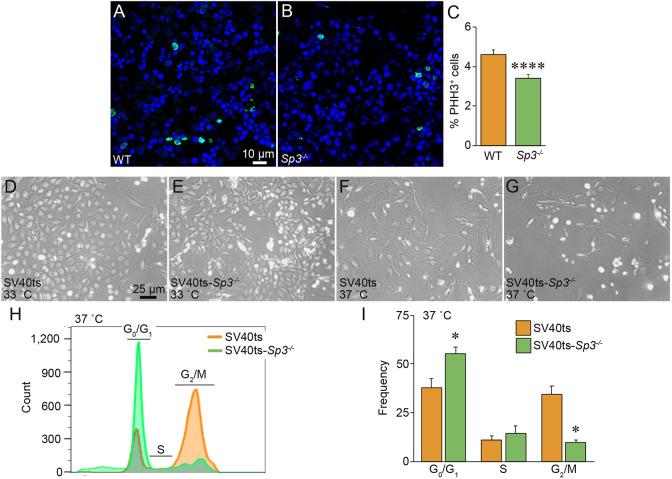
**Sp3 is required for normal cell proliferation.** (A,B) E18 WT (A) and *Sp3^−/−^* (B) liver sections were immunolabeled with an antibody against the mitotic cell marker phosphohistone H3 (PHH3, green). Nuclei were labeled with DRAQ5 (blue). Images were acquired by confocal microscopy. (C) Percentages of anti-PHH3^+^ cells were lower in *Sp3^−/−^* livers. Data are expressed as mean±s.e.m. Embryos from three separate litters were examined for each genotype, with 24 images acquired for each sample. ****P<0.0001 using two-tailed unpaired *t*-test. (D-G) Phase-contrast images of fetal lung mesenchymal cells from SV40ts and SV40ts-*Sp3^−/−^* mice cultured at 33°C (D,E) or transitioned to 37°C for 5 days (F,G). Representative images shown. (H,I) After culture at 37°C, SV40ts (orange) and SV40ts-*Sp3^−/−^* (green) cells were labeled with propidium iodide and analyzed by FACS. A representative FACS histogram is shown in H. Quantification of cell frequency within each cell cycle phase is shown in I. Data are shown as mean±s.e.m. *N*=3 independent experiments. *P<0.05 using two-tailed unpaired *t*-test.

To further investigate the molecular mechanisms linking Sp3 to alterations in cell division, we interrogated the RNA-seq dataset specifically for differentially expressed cell cycle regulators. Within the network analysis, one subnetwork was particularly enriched in cell cycle regulating transcripts (Fig. 9A,B), demonstrating the known interconnections between gene members. 

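Of the genes drawn in the cell cycle subnetwork of Fig. 9A, *Cdc20* was called, with a log2 fold change of -2.02 (standard error 0.57, adjusted p = 0.0490 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.57 with the suffix covariate (adjusted p = 0.3742, edgeR), and 1 of the 7 fits that left out a library called it, the fit without WT library 468-4. *E2f2* (0.99, adjusted p = 0.0602, edgeR) and *Mycn* (1.53, adjusted p = 0.1187, edgeR) were higher without passing the threshold. *Mycn* passed it only without *Sp3-/-* library 697-5, at 2.00 (adjusted p = 0.0223, edgeR), and was 0.63 without 685-1. *E2f2* was 0.59 without 697-2. It passed with DESeq2 (adjusted p = 0.0151), limma-voom with consensus correlation (0.0461) and all 11 libraries in a single fit (0.0286). Of the 11 cell cycle regulators drawn in Fig. 9C, 9 were lower, with a median of -0.64 (adjusted p = 0.0011, cameraPR). By edgeR 6 were called, all lower. When adjusted over the list alone, 9 were lower and 1 higher. The list was chosen on these libraries and includes *Sp3*. The list averaged 5.60±0.11 log2 CPM in WT (s.d., n=4) and 4.96±0.16 in *Sp3-/-* cells (s.d., n=3), without overlap. With the suffix as a covariate the median was -0.52 (adjusted p = 2.75e-04, cameraPR).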

Fig. 9C shows the heat map of such transcripts, with *Ccne1* (encoding cyclin E, Cdk2) highlighted. 

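*Ccne1* lies on chromosome 7 of GRCm38.p6 from 38097984 to 38107490. It measured 3.48, 3.78 and 3.42 log2 CPM in the *Sp3-/-* libraries 685-1, 697-2 and 697-5. WT library 468-4 measured 4.02, and the other WT libraries 4.87 to 4.99. The log2 fold change was -1.18 (standard error 0.25, adjusted p = 0.0235 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.61 with the suffix covariate (adjusted p = 0.0410, edgeR). When each library was left out in turn it stayed between -1.36 and -1.10. Of these fits, those without 468-4 and without 685-1 called *Ccne1*, and the highest adjusted p was 0.0682, without 697-2 (edgeR).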

The lower expression levels of *Ccne1* within each *Sp3^−/−^* sample are shown in Fig. 9D. Based on publicly available ChIP-seq datasets, the mouse *Ccne1* promoter enhancer region contains binding sites for Sp1, which would be predicted to also bind Sp3 (Fig. 9E). We also measured significantly lower levels of cyclin E protein by immunoblot in *Sp3^−/−^* fetal livers (Fig. 9F) and in cultured *Sp3^−/−^* fetal lung mesenchymal cells (Fig. 9G). While multiple genes regulating the cell cycle were differentially expressed in tissues and cells lacking *Sp3^−/−^*, the reduction in cyclin E could at least in part contribute to the observed defects in cell cycle progression and embryonal growth.

**Fig. 9.**
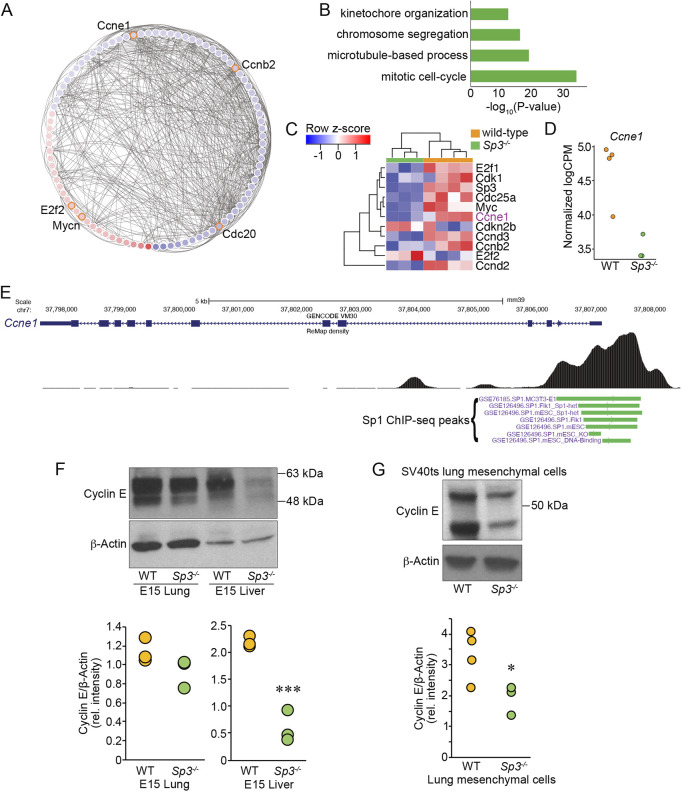
**Sp3 regulates expression of cell cycle regulators.** (A) Subnetwork with differentially expressed genes involved in cell cycle regulation. Genes upregulated in *Sp3^−/−^* cells are shown in red, genes downregulated are shown in blue. (B) GO categories of enriched differentially expressed genes in this subnetwork. (C) Heat map of known cell cycle regulators showing differential expression, with majority of transcripts downregulated in *Sp3^−/−^* cells. *Ccne1* (encoding cyclin E) is highlighted. (D) Normalized counts per million for *Ccne1* shown for each RNA-seq replicate. (E) Gene structure of the mouse *Ccne1* gene shown with Sp1 ChIP seq peaks concentrated around the promoter/enhancer region. Data from publicly available datasets via UCSC Genome Browser (mm39). (F) cyclin E immunoblot of E15 lung and E15 liver tissue homogenates from WT and *Sp3^−/−^* littermates. β-Actin shown as loading control. Densitometry of cyclin E bands (normalized to β-actin) showed lower expression in *Sp3^−/−^* liver samples compared with WT. Immunoblot is representative of three independent replicates. Data for each replicate are shown (*n*=3). ***P<0.001 using two-tailed unpaired *t*-test. (G) Cyclin E immunoblot of fetal lung mesenchymal cell lysates from SV40ts (WT) and SV40ts-*Sp3^−/−^* (*Sp3^−/−^*) mice. Cells were cultured at 37°C in the absence of IFN-γ for at least 5 days before cell lysis. β-Actin shown as loading control. Densitometry of cyclin E (normalized to β-actin) shows reduced expression in Sp3 mutant cells. Immunoblot is representative of 3-4 independent replicates. Data for each replicate are shown (*n*=4 for SV40ts, *n*=3 for SV40ts-*Sp3^−/−^*). *P<0.05 using two-tailed unpaired *t*-test.

## DISCUSSION

Combining RNA-seq, *in vivo* phenotyping and cell-based studies, we identified mechanisms linking Sp3 to global gene expression, lung morphogenesis and cell proliferation. The impact of Sp3 deletion on the transcriptional program in fetal lung mesenchymal cells aligned with the developmental phenotypes observed *in vivo*. Interrogation of our RNA-seq dataset using network analysis identified diverse biological processes under the regulation of Sp3 involved in both structural lung morphogenesis and progression through the cell cycle. In the mouse model studied here, Sp3 clearly played a central role in determining cell phenotype and ultimately biological function. We propose that Sp3 helps sculpt cellular differentiation by integrating signals and inputs from growth factors, morphogens, and specific microenvironments into genome-wide transcriptional signatures.

The gas exchange regions of the developing lung require an elaborate structural support framework. Myofibroblasts and matrix fibroblasts secrete extracellular matrix proteins to provide the tensile strength within lung septa (Zhou et al., 2018; Li et al., 2020). Pericytes support the remodeling and maintenance of the alveolar capillary bed (Armulik et al., 2011; Yuan et al., 2021). Lipofibroblasts support alveolar type 2 cells within a multicellular niche (Lv et al., 2021; Taghizadeh et al., 2021; Barkauskas et al., 2013). Lungs of *Sp3^−/−^* mice had multiple findings consistent with loss of normal mesenchymal structure and cell identity. *Sp3^−/−^* lungs lacked normal myofibroblast morphology and elastic fiber formation. The changes in lung structure appeared to result from Sp3-dependent loss of normal lung mesenchymal cell differentiation and function. Sp3 deletion reduced expression of multiple extracellular matrix components. Many of these transcripts, including *Fn1*, *Tnc* and various Col family members play key roles in establishing airway branching, vascular patterning and alveolar septation during lung morphogenesis (Gremlich et al., 2020; Mund and Schittny, 2020; Sakai et al., 2003; Plosa et al., 2014). 

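*Fn1*, on chromosome 1 of GRCm38.p6 from 71585473 to 71653280, averaged 13.76±0.23 log2 CPM in WT (s.d., n=4) and 12.76±0.86 in *Sp3-/-* cells (s.d., n=3). The log2 fold change of *Fn1* was -0.87 (standard error 0.37), which did not pass the threshold (adjusted p = 0.1265 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), except in DESeq2 (adjusted p = 0.0399). It was -0.53 without *Sp3-/-* library 697-5 and -0.66 with the suffix covariate. *Col12a1*, plotted by replicate in Fig. 4A, fell by 2.43 on the log2 scale (standard error 0.28, adjusted p = 0.0074, edgeR). The suffix covariate gave -1.75 (adjusted p = 0.0049, edgeR), and *Col12a1* was called with each library left out.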

Lung mesenchymal cells expressing and releasing extracellular matrix proteins could contain activated lung myofibroblasts or a distinct subpopulation of ‘matrix’ fibroblasts (Endale et al., 2017; Green et al., 2016). Although expression of matrix components was consistently lower in *Sp3^−/−^* mesenchymal cells, markers of myofibroblast differentiation were more mixed. 

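*Timp3*, an inhibitor of matrix metalloproteinases on chromosome 10 of GRCm38.p6 (86300412 to 86349505), averaged 10.66±0.35 log2 CPM in WT (s.d., n=4) and 12.05±0.46 in *Sp3-/-* cells (s.d., n=3). Its log2 fold change was 1.39 (standard error 0.26, adjusted p = 0.0171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.06 with the suffix covariate (adjusted p = 0.0523, edgeR). *Timp3* was called in 3 of the 7 fits that left out a library, and the highest adjusted p was 0.0668, without *Sp3-/-* library 697-2 (edgeR).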

Cells lacking Sp3 expressed lower levels of *Acta2* and *Cxcl12*, but higher levels of *Serping1* and *Timp3*. Confocal imaging also demonstrated that PECAM1^+^ endothelia lacked the normal long interconnections throughout the saccular stage mesenchyme. The vascular defect could be due to endothelial and/or mesenchymal phenotypes. We have previously demonstrated that fetal lung mesenchymal cells possess endothelial differentiation potential, but we have yet to determine the potential role of Sp3.

Among the external factors regulating lung mesenchymal cell phenotypes, TGFβ can promote myofibroblast differentiation and contribute to pathological lung fibrosis (Hewlett et al., 2018). Downstream of TGFβ signaling, activated Smad family members cooperate with Sp1 to drive gene transcription, representing a potential mechanistic target for Sp3 (Moustakas et al., 2002). Although total lung measurements did not detect a difference in the expression of TGFβ ligands or receptors, changes in specific cell populations could still be present. 

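*Eng*, on chromosome 2 of GRCm38.p6 from 32646595 to 32682669, averaged 6.25±0.17 log2 CPM in WT (s.d., n=4) and 4.45±0.15 in *Sp3-/-* cells (s.d., n=3). Its log2 fold change was -1.81 (standard error 0.14, adjusted p = 0.0061 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change was -1.85 with the suffix covariate (adjusted p = 0.0034, edgeR), and -1.91 to -1.72 when each library was left out in turn, always called.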

In lung mesenchymal cells, *Tgfb2* and the accessory TGFβ receptor *Eng* were both lower in *Sp3^−/−^* samples, suggesting potential Sp3-dependent mechanisms that could regulate mesenchymal phenotype.

Within the mesenchyme, lipofibroblasts play key functions in lung development and homeostasis. Lipid accumulated and released by lipofibroblasts supports surfactant production by AT2 cells (Lv et al., 2021). In the adult lung, lipofibroblasts can also promote proliferation of immediately adjacent AT2 cells (Barkauskas et al., 2013). In WT lungs, lipid accumulation was seen in select interstitial regions consistent with the presence of lipofibroblasts. However, in *Sp3^−/−^* lungs, lipid droplets were more prominent and widespread throughout the lung mesenchyme. Transcriptional profiling also identified increased lipofibroblast-associated gene expression in *Sp3^−/−^* cells. We therefore propose a mechanism for Sp3 in guiding mesenchymal cell phenotype along the myofibroblast-lipofibroblast axis. Sp3 could work to integrate signals known to drive this differentiation process. Evidence supports the roles of Sp1 and Sp3 in regulating cellular differentiation in other tissues. During hematopoiesis, Sp1 and Sp3 are thought to stabilize overall promoter structures and allow efficient differentiation of precursor cells into terminally differentiated cells (Gilmour et al., 2019).

Although we measured changes in multiple Wnt ligands and increased *Axin2* expression in primary *Sp3^−/−^* mesenchymal cells, these differences were not detected in total lung samples. 

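Of the 6 Wnt ligands drawn in Fig. 4B, 5 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Wnt2*, *Wnt4* and *Wnt11* were higher and *Wnt5a* and *Wnt16* lower in *Sp3-/-* cells. These 5 were named after their values were seen. The log2 fold change of *Wnt16* was -2.82 (standard error 0.33, adjusted p = 0.0076, edgeR). Of the 6 ligands 3 were called with the suffix covariate, and all 6 kept their direction.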

The significance of potential changes in Wnt signaling will require higher resolution testing *in vivo* where multicellular niches and tissue microenvironments are preserved. As GC boxes are present within a high percentage of promoter and enhancer sequences, we purposefully used in depth sequencing of RNA-seq libraries to measure transcription across the entire genome. Although this approach generated a robust dataset and identified many genes impacted by Sp3 deletion, we still need to incorporate cell-cell interaction variables to fully understand how Sp3 regulates tissue morphogenesis. Even brief periods of culture can change transcriptional signatures (Honda et al., 2022; Gosselin et al., 2017), justifying more in-depth analysis of *in vivo* transcription within specific cell populations.

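The log2 fold changes of *E2f1* (-0.43, adjusted p = 0.0252), *Myc* (-0.64, adjusted p = 0.0317), *Ccnd2* (-0.63, adjusted p = 0.0235) and *Ccnd3* (-0.64, adjusted p = 0.0104) passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 4 also passed with the suffix covariate (highest adjusted p 0.0142, edgeR). They were called in 3, 2, 3 and 6 of the 7 fits that left out a library, and had adjusted p of 0.0850, 0.0930, 0.1026 and 0.0525 without *Sp3-/-* library 697-2 (edgeR). *Cdk1* (-0.86, adjusted p = 0.1064), *Cdc25a* (-0.31, adjusted p = 0.0593) and *Ccnb2* (-1.69, adjusted p = 0.0827) were lower without passing the threshold in edgeR. *Cdk1* and *Ccnb2* passed it without WT library 468-4 (adjusted p = 0.0112 and 0.0144, edgeR). Their changes were -0.05 and -0.24 with the suffix covariate. All 3 passed it in DESeq2 (adjusted p = 0.0453, 0.0273 and 0.0113).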

Loss of Sp3 led to decreased expression of multiple cell cycle regulators, including *E2f1*, *Cdk1*, *Cdc25a*, *Myc*, *Ccne1*, *Ccnb2*, *Ccnd2* and *Ccnd3*. Reduced expression of these genes could explain the accumulation of *Sp3^−/−^* cells in G_0_/G_1_, reduced PHH3 staining in *Sp3^−/−^* tissue and small size of *Sp3^−/−^* embryos. The impact is clearly not absolute, as *Sp3^−/−^* embryos do form and survive until delivery, unlike *Sp1^−/−^* embryos which fail to develop past E10 (Marin et al., 1997). Our data presented here give important new insight into the molecular mechanisms linking cell proliferation and Sp3 function. Numerous studies have measured increased Sp family member expression and activity in cancer cells and tissues (reviewed by Vizcaino et al., 2015). Inhibition of both Sp1 and Sp3 DNA binding with mithramycin slows cell proliferation in multiple cell models (Huang et al., 2020; Quarni et al., 2019; Liu et al., 2018). As Sp1 and Sp3 are known to bind the same DNA motifs within promoter and enhancer regions (Kingsley and Winoto, 1992), their different roles in regulating embryo growth may involve association with other distinct transcriptional regulators.

Unlike Sp1, which largely activates gene transcription via GC box binding, Sp3 can either activate or inhibit gene expression (Hagen et al., 1994; Majello et al., 1997; Birnbaum et al., 1995). The mechanisms guiding the inhibitory role of Sp3 are unclear. Our RNA-seq data illustrate the repressive role of Sp3, with higher expression of many transcripts in *Sp3^−/−^* cells. 

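At any fold change, 1229 genes were higher and 1370 lower in *Sp3-/-* than in WT cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Higher genes were therefore 47.3% of those called. That share was 37.0% with upper quartile normalization in place of TMM, which moved the median log2 fold change of all genes from -0.003 to -0.071. With the suffix covariate, 509 genes were higher and 820 lower. Without *Sp3-/-* library 697-2 the counts were 111 and 171. The balance was the other way with DESeq2 (2172 higher and 2125 lower) and with the first label number as a block (2033 and 1998). It was also the other way without *Sp3-/-* library 685-1 (1176 and 1056).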

Activation and nuclear transport of NF-κB activation led to decreased *Fgf10* expression via interactions with Sp3 and not via a discrete NF-κB binding site (Carver et al., 2013). This inhibitory effect required sequences in the N-terminal region of Sp3, away from the conserved C-terminal DNA binding region. In Alzheimer's disease tissues and models, the interactions between Sp3 and HDAC2 regulate synaptic plasticity via repression of multiple transcripts involved in synapse formation (Yamakawa et al., 2017). We speculate that Sp3 acts to provide inhibitory factors access to gene promoters and enhancer regions. The unique regions in the Sp3 N-terminus likely instruct this repressive activity, whereas the conserved DNA-binding zinc finger region determines GC box specificity similar to Sp1, which functions primarily as an activator of transcription. Our data implicate Sp3 as a key transcriptional regulator of cellular differentiation and proliferation during development.

## MATERIALS AND METHODS

### Reagents

The following reagents were used for immunofluorescence: rat anti-platelet endothelial cell adhesion molecule 1 (PECAM1; BD Pharmingen, 553370, 1:250-1000), mouse anti-α-smooth muscle actin-Cy3 (Sigma-Aldrich, C6198, 1:100-1000), rat anti-E-cadherin (Invitrogen, 53-3249-82, 1:500), rabbit anti-phosphohistone H3 (EMD Millipore, 06-570, 1:250) mouse anti-HOPX (E-1; Santa Cruz Biotechnology, sc-398703, 1:100), rabbit anti-SPC (Abcam, ab90716, 1:500). Prolong Gold mounting media (±DAPI) and Alexa Fluor fluorescent secondary antibodies (Alexa 488 donkey anti-rat A21208, Alexa 594 donkey anti-rabbit A21207, both diluted to 1:1000) were purchased from Invitrogen. The nuclear stain DRAQ5 (62251, 1:5000) was purchased from Thermo Fisher Scientific. Antibody titrations were performed on WT tissues to determine the optimal dilution for each tissue. Cells and explants were cultured in the following reagents: interferon-γ (R&D Systems, 485-MI-100), Dulbecco's modified Eagle's medium (DMEM; Corning Life Sciences, 10-013-CV), fetal bovine serum (FBS; Thermo Fisher Scientific), and penicillin-streptomycin (Thermo Fisher Scientific, 15140122).

### Mice

All experiments were approved by the Institutional Animal Care and Use Committees at the University of California, San Diego and Stanford University. Sp3 heterozygous mice were kindly provided by Professor J.N.J. Philipsen (Erasmus University Medical Center, Rotterdam, Netherlands) and mice expressing the temperature-sensitive early region SV40 mutant tsA58 allele (SV40ts; Immortomice) were purchased from Charles River Laboratories. Genotyping was performed by standard PCR. For timed matings, E0 was identified as the morning of vaginal plug confirmation. PND0 was defined as the day of delivery. Live video monitoring was used to ensure PND0 mice were collected immediately after birth.

### Cell and explant culture

For isolation of fetal lung mesenchymal cells, fetal lungs were dissected and enzymatically digested with collagenase (0.7 mg/ml). Cells were passed through a 70 µm strainer and pelleted by centrifugation at 400 ***g***. Mesenchymal populations were isolated by rapid adhesion to tissue culture plastic and subsequent passage. Isolated fetal lung mesenchymal cells from SV40ts mice were maintained at 33°C in DMEM with 10% FBS with penicillin/streptomycin supplemented with IFN-γ. All cells were moved to 37°C and passaged at least once before experiments. Fetal lung explants were isolated and cultured as previously described (Stouch et al., 2016; Prince et al., 2005). Brightfield images were captured at 24 and 72 h of culture. Branch count analysis was performed using ImageJ software version 1.51 (National Institutes of Health).

### Tissue processing and immunostaining

Fetal and newborn mouse lungs were dissected, fixed in 4% paraformaldehyde (Electron Microscopy Sciences) and paraffin embedded. Sections were then stained with hematoxylin (Dako North America), eosin (Ricca Chemical), modified Hart's stain (reagents from Electron Microscopy Sciences) or Oil Red O (IHC World). Volumetric measurement of lung tissue and airspace volume of hematoxylin and eosin-stained section was performed using ImageJ. For immunostaining, fetal mouse lungs were fixed in 4% paraformaldehyde, washed and processed through a sucrose gradient before being embedded in OCT freezing media (Tissue-Tek; Sakura Finetek USA). Frozen sections were stained with antibodies of interest followed by Alexa-conjugated secondary antibodies, and nuclei were stained with DRAQ5.

### Imaging and image analysis

Confocal images were acquired using a Leica TCS SPE laser scanning confocal microscope. Brightfield images were obtained using Olympus IX81, Leica DMiL or Leica DMi8 inverted microscopes with color CCD cameras. All images were saved and imported to ImageJ or Photoshop software version CS6 (Adobe Systems) for processing. Identical image processing parameters were used for achieving proper image comparison.

### RNA isolation and RNA-seq

RNA was isolated using TRIzol (Ambion; Life Technologies) reagent and quantified with a Nanodrop 1000 (Thermo Fisher Scientific). RNA quality was determined using an Agilent 4200 TapeStation (Agilent Technologies). Samples with high RIN scores (>7) were selected for preparation of libraries with TruSeq RNA Library Prep Kit (Illumina) using 10 ng of RNA. Libraries were sequenced with 50 bp single end reads to a depth of 30 million reads per sample. Analysis was performed by the University of California, San Diego (UCSD) Center for Computational Biology & Bioinformatics.

### Lung RNA expression analysis

Total RNA was isolated from snap frozen lung tissue using TRIzol. RNA was converted into cDNA using SuperScript III First-Strand Synthesis System (Invitrogen). Quantitative PCR was performed using predesigned primers (Table S1; IDT and Bio-Rad) and iQ SYBR Green Supermix (Bio-Rad) on a QuantStudio 6 Pro Real-Time PCR System (Applied Biosystems). Gene expression levels were represented using the 2^−ΔCT^ method and normalized to *Gapdh*. When a target gene was undetectable for a sample, it was given a C_T_ value of 40 for that gene for statistical comparison and plotting purposes.

### Bioinformatic analysis and data availability

#### RNA-seq data analysis

Quality control of the raw fastq files was performed using the software tool FastQC v0.10.1 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequencing reads were aligned to the mouse genome (mm10) using the STAR v2.4.5a aligner (Dobin et al., 2013). Read quantification was performed with htseq-count. The R BioConductor packages edgeR (Robinson et al., 2010) and limma (Ritchie et al., 2015) were used to implement the limma-voom (Law et al., 2014) method for differential expression analysis. Lowly expressed genes were filtered out [counts per million (CPM)>1 in at least one sample]. Trimmed mean of M-values (TMM; Robinson and Oshlack, 2010) normalization was applied. The experimental design was modeled upon time point and treatment (∼0 +genotype_condition). The lmFit function in limma with consensus correlation to account for repeated measures of patient followed by the eBayes function was used to fit the design on voom normalized counts per gene. Significance was defined by using an adjusted *P*-value cut-off of 0.05 after multiple testing correction using a moderated *t*-statistic in Limma. GSEA was conducted with WebGestalt (Liao et al., 2019; Subramanian et al., 2005). RNA-seq data have been deposited at the Gene Expression Omnibus (GSE225703).

#### Network analysis

Differentially expressed genes between *Sp3^−/−^* and WT cells (defined as those with an adjusted *P*-value<0.05 and an absolute log2-Fold Change>1) were input into Mouse StringDB v11.0 (Szklarczyk et al., 2019) to extract the high confidence interaction network among these genes. We applied Louvain clustering (Blondel et al., 2008) to identify subnetworks of closely interconnected genes and visualized this with Cytoscape (Shannon et al., 2003). The network was uploaded to NDex (https://ndexbio.org/viewer/networks/54aeb0f1-eb39-11eb-b666-0ac135e8bacf) (Pratt et al., 2015). Enrichment analysis of each cluster was performed with WebGestalt.

#### Cell cycle progression and apoptosis

SV40ts fetal lung mesenchymal cells were cultured for 5 days at 37°C in the absence of IFN-γ. Cells were trypsinized and fixed in ethanol overnight. After fixation, cells were stained with propidium iodide solution (Cell Signaling Technology) and analyzed using the BD FACSCanto II. Data analysis was performed using FACSDiva and FlowJo software.

#### FACS of lung cell populations

Following euthanasia, newborn (PND0) mouse lungs were perfused intracardially through the right ventricle with cold PBS. Lung tissue was minced and enzymatically digested in RPMI-1640 (Corning 10-040-CV) containing 50 U/ml DNase I (Roche, 10104159001), 400 µg/ml Liberase TM (Roche, 5401119001) at 37°C for 15 min. Tissue homogenates were passed through a 100 µm cell strainer (Thermo Fisher Scientific), followed by erythrocyte lysis using ACK buffer (Life Technologies). Before antibody staining, the cell suspensions were filtered through a 70 µm cell strainer (Thermo Fisher Scientific). Single cell suspensions were resuspended in PBS with CD16/CD32 blocking antibody (BioLegend, 101320) and Zombie Aqua (BioLegend, 423102) for 20 min. The cells were then incubated with fluorochrome-conjugated antibodies against CD45, CD31 and EPCAM (BioLegend, 109828, 102507 and 118215, respectively) in staining buffer (HBSS containing 2% FBS and 2 mM EDTA) for 1 h. Samples were analyzed on a NovoCyte Penteon Flow Cytometer (Agilent). Data were analyzed using FlowJo software.

#### Immunoblotting

Whole lung and liver tissue was snap-frozen in liquid nitrogen following dissection and stored at −80°C. Samples were thawed on ice in RIPA buffer (Thermo Fisher Scientific) containing protease inhibitors (Halt Protease Inhibitor Cocktail, 87785, Thermo Fisher Scientific) and homogenized using a mechanical tissue disruptor. Fetal lung mesenchymal cells were washed and collected in ice-cold RIPA buffer with protease inhibitors. Samples were centrifuged and protein lysate concentrations were quantified using BCA Assay Kit (Thermo Fisher Scientific). Lysates were separated on SDS polyacrylamide gels and transferred onto polyvinylidene difluoride (PVDF) membranes (Bio-Rad). Membranes were first blocked with 5% bovine serum albumin (Thermo Fisher Scientific) in 0.1% Tween 20 (Thermo Fisher Scientific) for 1 h at room temperature. Following blocking, membranes were incubated overnight at 4°C in the blocking buffer with antibodies against cyclin E (Santa Cruz Biotechnology) and β-actin (Sigma-Aldrich). After primary antibody incubation, membranes were first washed with Tris-buffered saline containing 0.1% Tween 20 and then incubated with HRP-conjugated secondary antibodies for 1 h at room temperature. Immunoblots were visualized by standard ECL (Thermo Fisher Scientific). Developed autoradiographs were then scanned for densitometry.

## Supplementary Material

Click here for additional data file.

10.1242/develop.200839_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: Sp3 is essential for normal lung morphogenesis and cell cycle progression during mouse embryonic development
**Source:** Development. 2023 Mar 3;150(5):dev200839. doi: 10.1242/dev.200839
**Supplement:** Supplementary information

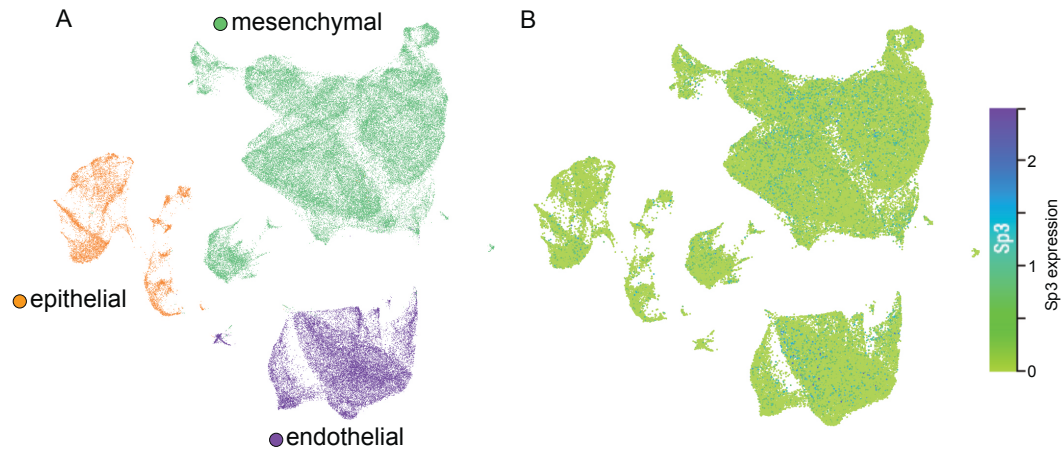

**Fig. S1.** **A.** UMAP plot of fetal mouse lung single cell RNAseq data originally reported (Negretti et al., 2021) and now publicly available through GEO. **B.** Sp3 expression throughout all lung cell populations. <https://lungcells.app.vumc.org/>

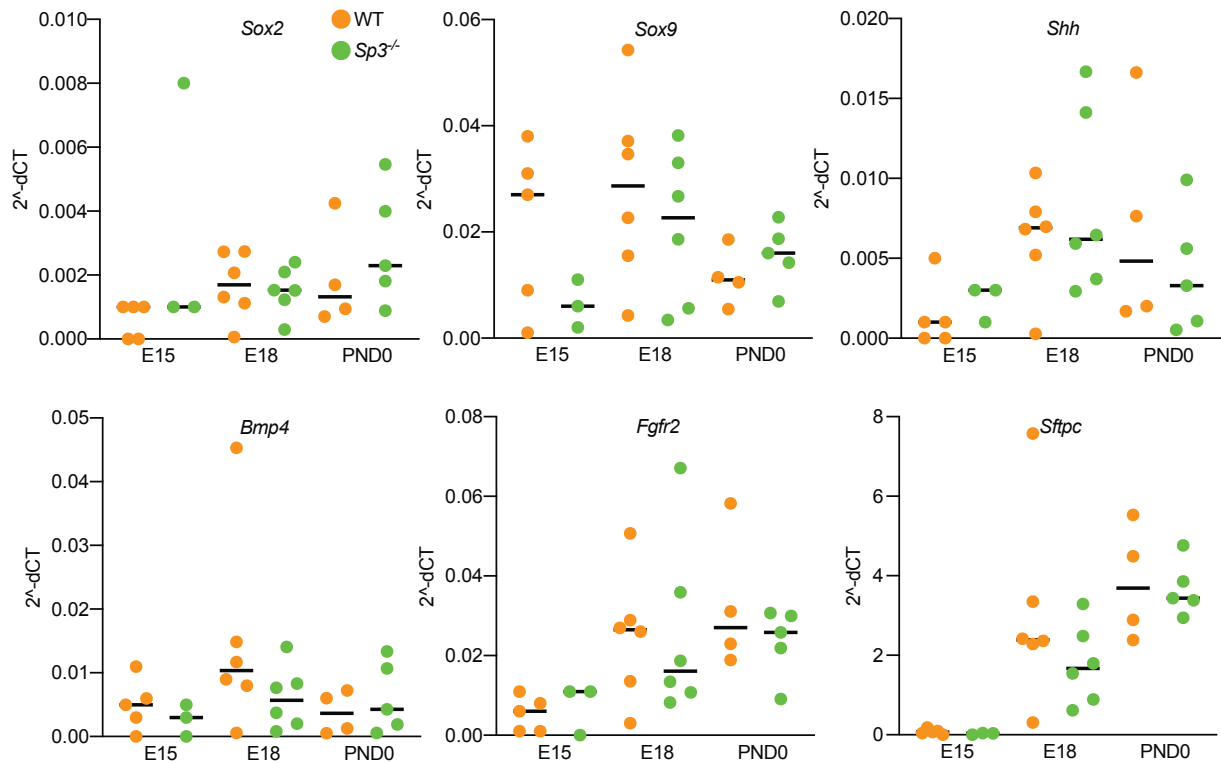

**Fig. S2.** Real time PCR data comparing epithelial marker gene expression in WT and *Sp3*<sup>-/-</sup> fetal (E15 and E18) and newborn (PND0) mouse lung tissue. Total RNA was isolated from lung homogenates and gene expression measured using commercially validated primer sets. Data for each independent biological replicate shown. Gene expression levels plotted as  $2^{-\Delta CT}$  after normalization of  $C_T$  values to *Gapdh* for each replicate.

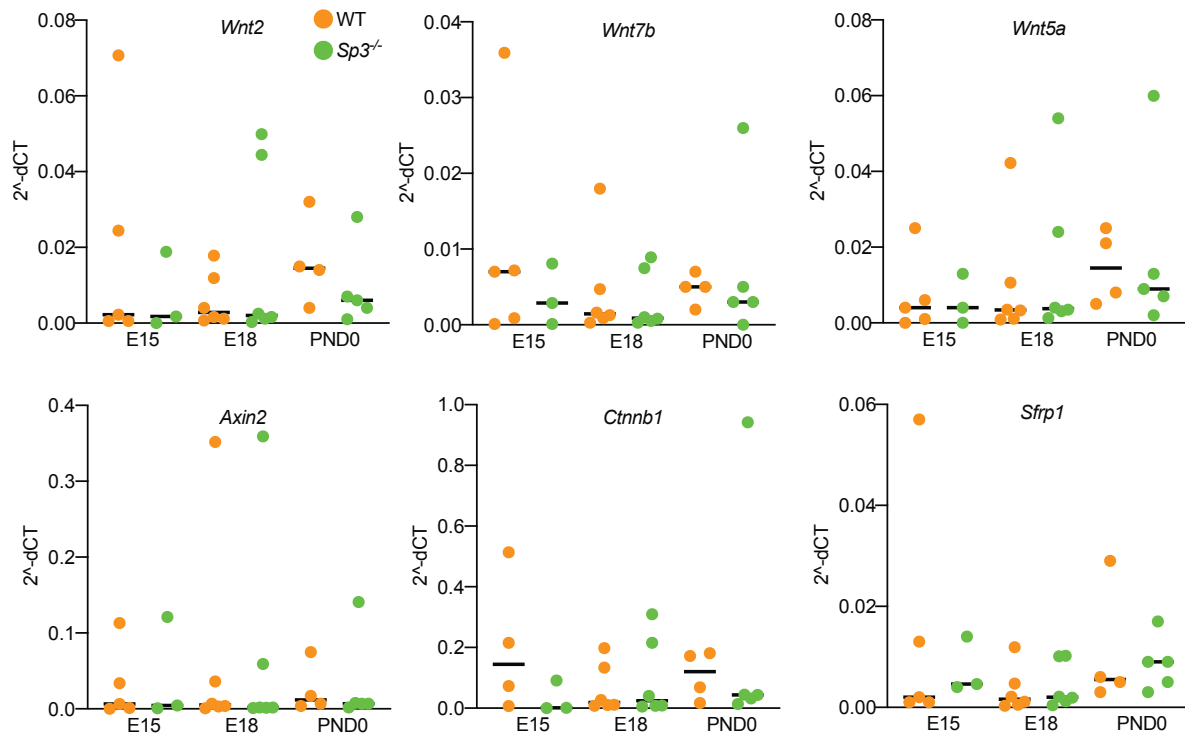

**Fig. S3.** Real time PCR data comparing Wnt signaling gene expression in WT and *Sp3*<sup>-/-</sup> fetal (E15 and E18) and newborn (PND0) mouse lung tissue. Total RNA was isolated from lung homogenates and gene expression measured using commercially validated primer sets. Data for each independent biological replicate shown. Gene expression levels plotted as  $2^{-\Delta CT}$  after normalization of  $C_T$  values to *Gapdh* for each replicate.

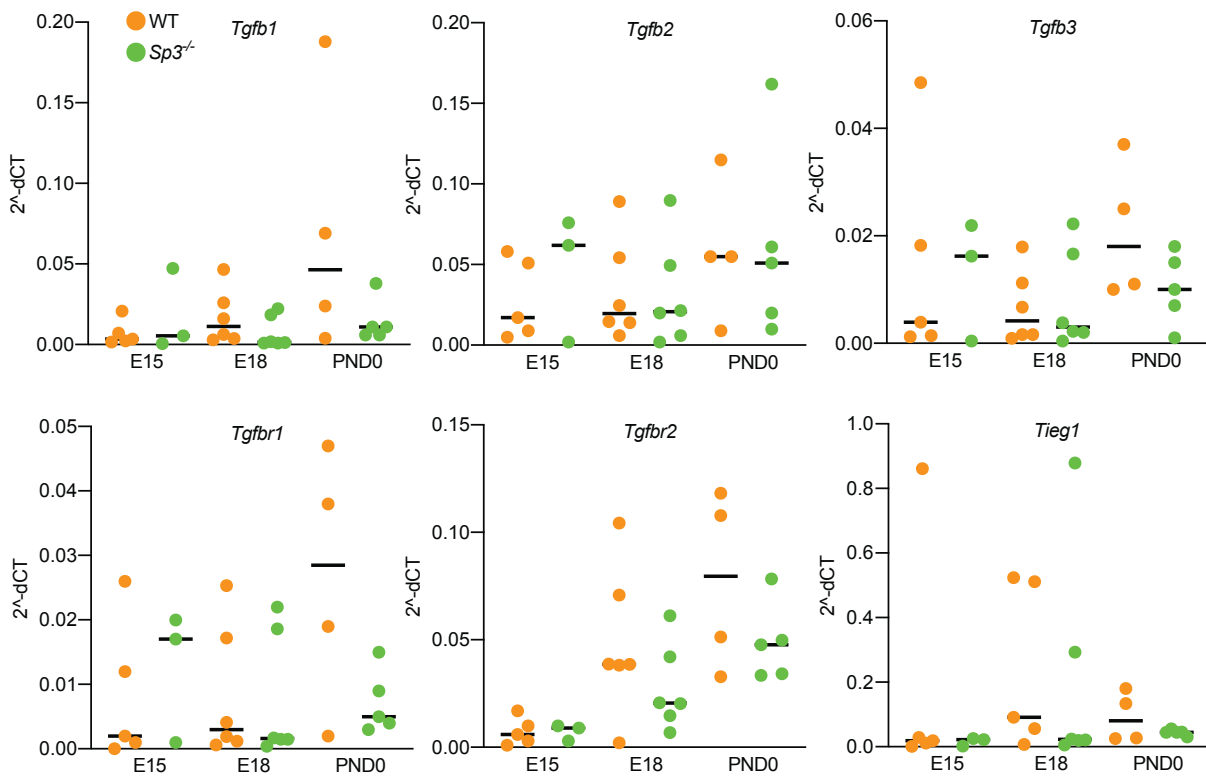

**Fig. S4.** Real time PCR data comparing TGF $\beta$  signaling gene expression in WT and *Sp3*<sup>-/-</sup> fetal (E15 and E18) and newborn (PND0) mouse lung tissue. Total RNA was isolated from lung homogenates and gene expression measured using commercially validated primer sets. Data for each independent biological replicate shown. Gene expression levels plotted as  $2^{-\Delta CT}$  after normalization of  $C_T$  values to *Gapdh* for each replicate.

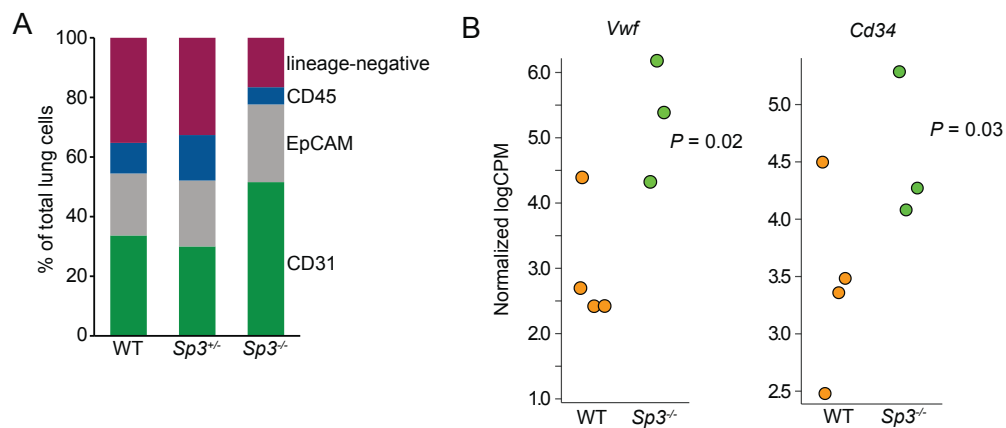

**Fig. S5. A.** FACS of total lung cell populations from PND0 mouse lungs. Single cell suspensions from WT, *Sp3*<sup>+/-</sup>, and *Sp3*<sup>-/-</sup> lungs were labeled with antibodies against CD45 (immune cells), EpCAM (epithelial cells), and CD31 (endothelial cells). Lineage negative cells contained various mesenchymal cells. **B.** RNAseq data from fetal lung mesenchymal cells showing expression of the endothelial markers *Vwf* and *Cd34* in WT and *Sp3*<sup>-/-</sup> mesenchymal cells.

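Fig. S5B plots reads of *Vwf* and *Cd34*, both used as endothelial markers, in the cultured mesenchymal cells. In log2 CPM, *Vwf* measured 2.36, 2.42 and 2.64 in WT libraries 685-2, 697-1 and 697-3, against 4.39 in WT library 468-4. It measured 4.35, 6.19 and 5.29 in *Sp3-/-* libraries 685-1, 697-2 and 697-5. *Cd34* measured 3.39, 3.51 and 2.52 in the same 3 WT libraries and 4.53 in 468-4. It measured 5.34, 4.12 and 4.27 in the *Sp3-/-* libraries.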

**Table S1.** qPCR primers

| Gene          | Company | Catalog #      |
|---------------|---------|----------------|
| <i>Axin2</i>  | IDT     | 421924103      |
| <i>Bmp4</i>   | IDT     | 421924082      |
| <i>Ctnnb1</i> | IDT     | 421924106      |
| <i>Etv4</i>   | IDT     | 421924076      |
| <i>Etv5</i>   | IDT     | 421924070      |
| <i>Fgf10</i>  | IDT     | 421924073      |
| <i>Fgfr2</i>  | BioRad  | qMmuCED0047697 |
| <i>Sfrp1</i>  | IDT     | 421924109      |
| <i>Sftpc</i>  | IDT     | 421924091      |
| <i>Shh</i>    | IDT     | 421924079      |
| <i>Sox2</i>   | IDT     | 421924085      |
| <i>Sox9</i>   | IDT     | 421924088      |
| <i>Tbx4</i>   | IDT     | 421924112      |
| <i>Tgfb1</i>  | IDT     | 421924115      |
| <i>Tgfb2</i>  | IDT     | 421924118      |
| <i>Tgfb3</i>  | IDT     | 421924121      |
| <i>Tgfbr1</i> | IDT     | 421924124      |
| <i>Tgfbr2</i> | IDT     | 421924127      |
| <i>Wnt2</i>   | IDT     | 421924094      |
| <i>Wnt5a</i>  | IDT     | 421924097      |
| <i>Wnt7b</i>  | IDT     | 421924100      |

**Supplemental Material References**

NEGRETTE, N. M., PLOSA, E. J., BENJAMIN, J. T., SCHULER, B. A., HABERMANN, A. C., JETTER, C. S., GULLEMAN, P., BUNN, C., HACKETT, A. N., RANSOM, M., TAYLOR, C. J., NICHOLS, D., MATLOCK, B. K., GUTTENTAG, S. H., BLACKWELL, T. S., BANOVICH, N. E., KROPSKI, J. A. & SUCRE, J. M. S. 2021. A single-cell atlas of mouse lung development. *Development*, 148.

How the deposited data were processed for this re-analysis (not part of the article)

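RNA-seq of cultured mesenchymal cells from embryonic day 15 mouse lungs was analysed in 11 libraries, 4 WT, 4 *Sp3+/-* and 3 *Sp3-/-*. The genotypes were taken from the sample labels, and the group sizes of WT and *Sp3-/-* are those of the paper's legends. The authors sequenced 50 bp single end reads from TruSeq libraries, checked them with FastQC, aligned them with STAR v2.4.5a to mm10 and counted them per gene with htseq-count. Each file lists whole-number counts for each gene symbol and 5 tallies of reads assigned to no gene. The tallies were left out of library sizes and tests. Library totals and their medians are given beside the introduction of the experiment, and the smallest library, *Sp3-/-* 697-5, held 9849111 reads on genes. No 2 libraries of a genotype were alike within counting noise, with a lowest chi-square per degree of freedom of 16.6.

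Genes with CPM above 1 in at least 1 library of a fit were tested with edgeR 4.0.16 (estimateDisp, robust glmQLFit and glmQLFTest) in R 4.3.3, after TMM normalization. Changes are called at an adjusted p below 0.05 by the Benjamini-Hochberg method, and the 2-fold threshold of Fig. 2A was used where stated. The WT against *Sp3-/-* comparison used only the libraries of these genotypes, and comparisons with *Sp3+/-* used all 11 libraries. Standard errors are those implied by the test statistic. The tests, thresholds, lists and most alternatives were fixed before the data were examined. Choices made later are named as such in the text.

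Gene lists were tested with cameraPR of limma 3.58.1, 2-sided, on signed z-scores from the test of each gene, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 19 lists. The paper's lists were read from Figs 3, 4 and 9C. Hand-written lists held S phase, G2 and mitosis, actin cytoskeleton, epithelial-mesenchymal transition, matrix metalloproteinase, macrophage, lipid storage, endothelial, epithelial, erythroid, mesothelial and lung mesenchyme genes. The level of 1 listed gene is not reported here. Most genes named in the text are those the paper names or plots by replicate, and *Sp3* and *Sp1*. Others are from the 5 called genes that rose most and the 5 that fell most. These had a mean above 2 log2 CPM and no overlap between genotypes. At most 3 of the largest changes of a list are named. Further genes are named where a passage needs them. Examples are the most abundant macrophage and mesothelial genes, endothelial and erythroid markers, genes at the count floor, and *Xist* and *Ddx3y*.

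Alternatives were DESeq2 1.42.0 with its size factors, limma-voom, limma-voom with a consensus correlation within the first number of the library label, library size alone or the upper quartile in place of TMM, every gene with a count or edgeR's filterByExpr in place of the CPM filter, all 11 libraries in a single fit, the first label number as a block, the title suffix as a covariate, libraries without a suffix only, each library left out in turn, fry and camera with an estimated correlation. Consensus correlation within the first label number was 0.106. The pipeline was tested on simulated data with 200 changed genes among 13729, where edgeR recovered 78.5% of the changed genes, all 100 of those changed 4-fold, none in the wrong direction, and called 7 unchanged genes. The simulated changes lay in abundant genes, the spread followed the dispersion trend, and no library differed by suffix. These rates therefore check the code and do not carry over to the real libraries.

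Coordinates are those of GRCm38.p6 and were found for all 60 genes looked up. GC boxes were counted on GRCm39 with its own annotation, using Python 3.11.15. The pathway, GSEA and network scores of the paper were not recomputed. Real time PCR, histology, FACS, immunoblots and ChIP-seq were not analysed here.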

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

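The tests on macrophage, lipid storage, endothelial and erythroid genes and on the suffix of the WT library nearest to *Sp3-/-* were set beforehand. The limits that decide the endothelial and erythroid tests, and all the other tests of this part, were chosen after the results were seen.

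In 148 groups of 4 libraries (list means and single genes in WT or in *Sp3+/-*), 18 had a library that stood apart by Dixon's criterion at the 95% level, where chance gives 7.4. Genes and lists are correlated, so these are not 18 separate events. Of the 18, 16 came from the only libraries that carry *Sp3* and no suffix, 8 from WT 468-4 and 8 from *Sp3+/-* 697-4. WT 468-4 had 7.44 log2 CPM for the lipofibroblast genes, 5.64 for the heme metabolism genes and 5.61 for the macrophage genes, above the other WT libraries. It was also high for *Lcp1* (7.47), *Vwf* (4.39) and *Lpl* (8.19) and low for *Ccne1* (4.02) and *Lrrc17* (1.12). *Sp3+/-* 697-4 was low for *Eln* (6.40), *Thbs2* (5.75), *Cdc20* (3.33), *Cdk1* (4.78), *Fgf10* (3.80) and *Lrrc17* (0.15), and high for *Fabp4* (5.21) and *E2f2* (2.36). In each of these 16 cases the library lay toward the *Sp3-/-* libraries. The other 2 came from WT 697-3, high for *Acta2* (13.39, against 12.29 to 12.44 in the other WT libraries) and low for *Fgf10* (2.81, against 5.26 to 5.43). No explanation was tested for these 2.

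A mislabelled *Sp3-/-* library is argued against by *Sp3* itself, at 6.52 log2 CPM in WT 468-4 against 3.86 to 4.24 in the *Sp3-/-* libraries. A difference in depth is argued against as well, since with every library thinned to 9849111 reads the macrophage genes were still higher in the WT and *Sp3+/-* libraries without a suffix, by a median of 2.03. After the trend with GC content and gene length was removed, the difference was 1.98 (adjusted p = 1.43e-16, cameraPR). That trend held 1.1% of the variance over 13506 genes. The suffix was expected to mark a difference in handling if the WT library nearest to *Sp3-/-* had none, and that library was 468-4, at 5.61 for the macrophage genes against 3.73 to 3.90 in the suffixed WT libraries. For *Sp3+/-* 697-4, the difference from the other *Sp3+/-* libraries correlated across genes with the *Sp3-/-* against WT log2 fold change (r = 0.58, rho = 0.43, 11203 genes), the most positive r of the 4 *Sp3+/-* libraries, as chance would give for 1 of 4. Genes are not independent replicates. A difference in handling or culture that the suffix marks is a candidate explanation. What it was, and whether litters differed, stays open, because the paper's text does not say what the suffix means.

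The comparison of the 2 libraries without and the 6 with a suffix, all WT or *Sp3+/-* and outside the paper's comparison, called 2761 genes in edgeR, 1378 higher and 1383 lower without a suffix. Only 1 of the 28 splits of these 8 libraries into 2 and 6, the real one, gave as many, and the most in any other split was 0, with a median of 0. What the suffix marks may explain part of the *Sp3-/-* against WT calls, and with the suffix as a covariate 1329 genes were called. A lower count can also come from the precision that the covariate costs. *Sp3+/-* 697-4 has no suffix in its title, and the name of its file carries suffix 2.

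The macrophage genes, which the paper does not analyse, were all higher in *Sp3-/-* cells (18 of 18), with a median log2 fold change of 2.34 (adjusted p = 3.12e-07, cameraPR), 1.99 without *Sp3-/-* 697-2 and 3.29 without WT 468-4. By edgeR 8 were called, and 18 when adjusted over the list alone. The most abundant, *Cd68*, *C1qb* and *Csf1r*, averaged 8.42, 8.37 and 8.28 log2 CPM in *Sp3-/-* and 5.90, 5.69 and 5.66 in WT. The list's summed CPM was 1493, 4471 and 3409 in *Sp3-/-* 685-1, 697-2 and 697-5, and 1530 in WT 468-4. It was 1260 in *Sp3+/-* 697-4 and from 269 to 433 in the 6 libraries with a suffix. None of the 18 genes is on another list or in the lipofibroblast heat map, and 17 were above 1 CPM in all 3 suffixed WT libraries. As set beforehand, a rise of these genes by 2.34 is what more macrophages in the *Sp3-/-* cultures would give beside the rise of the lipofibroblast genes by 2.17, and this is a candidate explanation for that heat map. A shift of mesenchymal cells to lipid storage stays open. The 12 lipid storage genes outside the heat map had a median of 0.52 (7 higher, 5 lower, adjusted p = 0.3670, cameraPR), with 3 called higher, and members going both ways decide nothing. Among libraries without a suffix, the macrophage median was 1.12 (adjusted p = 8.07e-06, cameraPR), but the lowest *Sp3-/-* library exceeded the highest of WT 468-4 and *Sp3+/-* 697-4 by only 0.04, against a pooled s.d. of 0.67. Genotype and suffix cannot be told apart as the cause for these genes, because only 2 libraries carry *Sp3* without a suffix in the title.

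The mesothelial genes, also outside the paper's analysis, were higher in *Sp3-/-* cells (7 of 7, median 1.63, adjusted p = 6.30e-04, cameraPR), and 4 were called by edgeR. The most abundant, *Upk1b*, *Msln* and *Upk3b*, averaged 9.99, 9.80 and 9.69 log2 CPM in *Sp3-/-* and 8.08, 7.50 and 8.72 in WT. Leaving out a library gave medians of 1.25 to 1.90. All 7 were above 1 CPM in the suffixed WT libraries, 1 is drawn in a heat map of the paper and 1 is on another hand-written list. They hardly differed between WT and *Sp3+/-* libraries without and with a suffix (0.16, adjusted p = 0.6296, cameraPR), and with the suffix covariate the median was 1.41 (adjusted p = 0.0018, cameraPR). Both values argue against most of the change following the suffix. Among libraries without a suffix the median was 1.15 (7 of 7 higher, adjusted p = 0.0035, cameraPR). The difference between libraries was 1.06 with a standard error of 0.53. The lowest *Sp3-/-* library (6.67 log2 CPM) exceeded the higher of the WT and *Sp3+/-* libraries without a suffix (6.43). That gap was 0.24 against a pooled s.d. of 0.58, and the highest suffixed WT or *Sp3+/-* library lay at 6.99. The values of 0.16 and 1.41 argue against the suffix as the whole cause for these genes. Because of the spread between libraries, the share of the suffix stays open. No test separated a larger share of mesothelial cells from a change within cells.

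*Vwf* stood apart in WT 468-4, and more endothelial cells in the *Sp3-/-* cultures could raise it together with *Cd34*. The values argue against this for *Vwf*. *Pecam1* and *Cdh5* averaged 0.72 log2 CPM in *Sp3-/-*, far below *Vwf* at 5.28. The 12 endothelial genes tested went both ways (5 higher and 7 lower, median -0.31, adjusted p = 0.9486, cameraPR), with 2 called higher and 1 lower, and 5 of the 12 were above 1 CPM in the suffixed WT libraries. Without WT 468-4 the median was 0.59, and leaving out other libraries gave -0.64 (without *Sp3-/-* 685-1) to -0.08 (without *Sp3-/-* 697-2). A change in *Vwf* within other cells stays open. For *Cd34*, endothelial cells stay open. The endothelial genes averaged 1.46 log2 CPM in WT 468-4 and 1.21 in *Sp3-/-* 685-1, against -0.30 to 0.24 in the other libraries. These libraries also had the highest *Cd34* (4.53 and 5.34).

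The heme metabolism genes also stood apart in WT 468-4. Erythroid cells are argued against, since *Slc4a1*, *Klf1* and *Gata1* reached at most 0.23 CPM in any *Sp3-/-* library. The globin genes had 0 counts in every library, and the reason for this was not tested, so they decide nothing here. Only 1 erythroid gene could be tested, *Epor*, with a log2 fold change of 0.65 (adjusted p = 0.3853, edgeR). The suffix may raise these genes in part, since they were higher in libraries without a suffix (0.31, adjusted p = 8.23e-05, cameraPR), and with the suffix as a covariate the *Sp3-/-* median was 0.45. Among libraries without a suffix it was 0.41 (adjusted p = 0.0269, cameraPR), with a gap between libraries of 0.10 against a pooled s.d. of 0.13, so the share of the suffix stays open.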

How the results depend on the processing

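The comparison of 3 *Sp3-/-* with 1 WT and 1 *Sp3+/-* library, all without a suffix, and the suffix taken from file names were chosen after seeing the data. Apart from where a construction is named, the cause of a change was not tested.

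All 50 genes of Fig. 2B were called with DESeq2, with limma-voom with and without consensus correlation, with each other normalization and filter, with all 11 libraries in a single fit and with the block. The suffix covariate called 49, the fits that left out a library 45 to 50, and the 5 libraries without a suffix 11. The extracellular matrix, lipofibroblast, heme, bile acid, E2F target, cell cycle (Fig. 9C), actin, epithelial-mesenchymal transition, macrophage and mesothelial lists kept direction in every alternative. Apart from the fit with 1 WT library, used for effect sizes only, cameraPR kept their adjusted p below 0.05. No gene was called between *Sp3+/-* and WT in any alternative, where 122 to 475 genes had an unadjusted p below 0.05. *Sp3* itself was among the genes not called, so the lack of calls does not show that these genotypes are alike.

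Counts of genes changed in *Sp3-/-* rose to 4297 with DESeq2 (1019 more than 2-fold higher), 3977 with all 11 libraries in a single fit and 4031 with the first label number as a block (1202 higher and 1091 lower by 2-fold). They fell to 1329 with the suffix covariate (201 and 405), where DESeq2 gave 2736, and to 163 with the suffix from file names, which differs for *Sp3+/-* 697-4. The change between *Sp3-/-* and *Sp3+/-* fell from 3607 to 763 genes with the suffix covariate. DESeq2 called all of the 2599 genes, limma-voom 2244 of them (86.3%). Whether the first number marks a pairing stays open. The 14 pairs of libraries with a shared first number correlated in their deviations from -0.70 to 0.41 (median 0.11, against 0.01 in 26 other pairs). The lowest value joined WT 697-1, which has a suffix, with *Sp3+/-* 697-4, so the range may also hold what the suffix marks.

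Across the 7 fits that each left out a library, the count ranged from 282, without *Sp3-/-* 697-2, to 4179, without WT 468-4. It was 893 without WT 685-2, 766 without WT 697-1, 802 without WT 697-3 and 1408 without *Sp3-/-* 697-5. Genes more than 2-fold higher ranged from 74 to 1198, and lower from 135 to 1104, in the same fits. Fewer libraries leave fewer degrees of freedom, which lowers counts but not the rise without 468-4. *Sp3-/-* against *Sp3+/-* ranged from 1490, without *Sp3-/-* 697-2, to 3706, without *Sp3+/-* 697-4. The endothelial median ranged from -0.64 to 0.59 and reversed without 468-4. The epithelial median ranged from 0.91 to 1.87 and passed the threshold without WT 685-2 and without *Sp3-/-* 697-2 (1.27).

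With the suffix covariate, cameraPR no longer called the S phase (-0.05), G2 and mitosis (-0.13) and lung mesenchyme genes (-0.33), and called the epithelial genes (1.74). In the 5 libraries without a suffix, these 3 lists had medians of -0.03, -0.11 and -0.48 and were not called, and the epithelial genes were (1.45). There, 48 genes were called (11 higher and 35 lower by 2-fold, 2901 at an unadjusted p below 0.05), and *Sp3* had a log2 fold change of -2.12 (adjusted p = 0.0503, edgeR). Of the 48 genes, 45 were among the 2599.

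Against the 1 WT library without a suffix only effect sizes are given, because 1 library shows no spread within WT. There, the S phase (0.04), G2 and mitosis (0.11) and matrix metalloproteinase genes (0.13) reversed. The medians moved to -0.96 for the extracellular matrix, -0.20 for the signaling and for the myofibroblast, 0.85 for the lipofibroblast, -0.47 for the cell cycle, 0.40 for the heme, -0.17 for the E2F target, -0.52 for the actin, 0.98 for the macrophage, 1.47 for the epithelial and -0.25 for the lung mesenchyme genes.

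The test of lists mattered most. With an estimated correlation none of the 13 lists passed, at unchanged medians: -2.12 (extracellular matrix), 2.17 (lipofibroblast), -0.64 (cell cycle), 0.75 (heme), 0.48 (bile acid), -0.98 (E2F target), -0.60 (S phase), -1.25 (G2 and mitosis), -0.96 (actin), -0.66 (epithelial-mesenchymal transition), 2.34 (macrophage), 1.63 (mesothelial) and -0.87 (lung mesenchyme). The adjusted p were between 0.1381 and 0.5010. Under fry the E2F target (-0.98, adjusted p = 0.0541), S phase (-0.60, 0.1358) and G2 and mitosis genes (-1.25, 0.1207) did not pass, and the signaling (-0.70, 0.0057) and matrix metalloproteinase genes (-0.27, 0.0343) did.

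The signaling genes also passed with DESeq2 (-0.69, adjusted p = 0.0053, cameraPR). The epithelial genes passed with limma-voom (0.97), limma-voom with consensus correlation (0.93), no filter (1.08) and filterByExpr (1.74), and the endothelial median reversed with limma-voom (0.33), with consensus correlation (0.32) and with the block (0.26).

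For 54 genes named in the text, alternatives other than leaving out a library gave 648 results. Of these, 518 kept direction and side of the threshold, 77 lost and 17 gained a call, 32 moved and 4 reversed. The 32 are from the fit with 1 WT library, where only effect sizes are used. *Ccnb2* (0.02), *Cdk1* (0.11) and *Cdkn2b* (-0.10) reversed against the 1 WT library without a suffix. *Cdk1* (0.02) also reversed in the 5 libraries without a suffix, where it was not called. Leaving out a library gave 378 results, 106 of which lost and 6 gained a call. Of 44 called genes, 13 were called in each such fit and 31 with the suffix covariate.

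Depth limits the lowest genes most. *Ttr* had at most 3 counts in each WT library and *Sftpc* in each *Sp3-/-* library, so their fold changes are bounds, and the medians of their lists were the same with them at that floor. With every library thinned to 9849111 reads, 2326 genes were called.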

Differences from the paper's values

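The log2 fold changes read from figures were within the error of the values here. The depth the paper states was not compared, because the counts do not give the number of reads sequenced. The p-values printed in Fig. S5B differed, and the paper's text does not name the test behind them. For *Vwf* the paper's p is about 0.02 in Fig. S5B, read by eye, and the unadjusted p here was 0.0086 (edgeR). Of the alternatives set before the data were examined, all 11 libraries in a single fit (0.0223) and the fits without WT 685-2 (0.0236), WT 697-1 (0.0246), WT 697-3 (0.0260) and *Sp3-/-* 697-5 (0.0177) gave a p within the paper's, and the others did not, with p from 1.75e-04 (DESeq2) to 0.1451 (suffix covariate). For *Cd34* the paper's p is about 0.03 in Fig. S5B, read by eye, and the unadjusted p here was 0.0707 (edgeR). DESeq2 (0.0359), limma-voom with consensus correlation (0.0426) and all 11 libraries in a single fit (0.0344) gave a p within the paper's, and the other alternatives set before the data were examined did not, with p from 0.0043 (first label number as a block) to 0.3268 (without *Sp3-/-* 685-1).

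The paper states that *Cd34*, *Lpl*, *Fn1*, *Cspg4*, *Cdk1*, *Ccnb2* and *Cdc25a* changed in *Sp3-/-* cells, and Fig. 9 draws *E2f2*, *Mycn* and *Cdkn2b* as changed. None of these passed an adjusted p of 0.05 here, although all had the paper's direction. Settings that called them, with adjusted p, were as follows, with the range over all alternatives but the fit with 1 WT library. The block takes WT 468-4 out of the comparison, so the block and the fit without 468-4 are not separate lines of evidence. *Lpl* passed with DESeq2 (0.0191), limma-voom with consensus correlation (0.0428), the first label number as a replicate block (0.0037) and without WT 468-4 (0.0039), and reached 0.3589 at most. *Cd34* passed with the block (0.0230) and without 468-4 (0.0338), and reached 0.5275. *Cspg4* (0.0101) and *Fn1* (0.0399) passed with DESeq2 only, and reached 0.3514 and 0.4861. *Cdk1* passed with DESeq2 (0.0453), the block (0.0071) and without 468-4 (0.0112), and *Ccnb2* with the same settings (0.0113, 0.0129 and 0.0144). They reached 0.9674 and 0.8729. *Cdc25a* passed with DESeq2 (0.0273), the upper quartile (0.0360) and all 11 libraries (0.0265), and reached 0.2177. *E2f2* passed with DESeq2 (0.0151), limma-voom with consensus correlation (0.0461) and all 11 libraries (0.0286), and reached 0.3630. *Mycn* passed only without *Sp3-/-* 697-5 (0.0223) and reached 0.4411, and *Cdkn2b* passed with the block (0.0182) and without 468-4 (0.0175) and reached 0.9383.

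The paper states that matrix metalloproteinase genes were lower in *Sp3-/-* cells. The hand-written list tested here went both ways, with 7 of 16 genes higher, and *Mmp8*, *Mmp13* and *Mmp19* were called higher. That list is not the gene category of the paper's pathway software, which was not used here.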

Other observations

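The splits of WT with *Sp3-/-* and of WT with *Sp3+/-* libraries were set beforehand. The splits of *Sp3-/-* with *Sp3+/-*, the tests of the suffix on gene lists with the rule that decides them, and the tests and limits on GC boxes were chosen after values were seen.

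Of the 35 splits of the 7 WT and *Sp3-/-* libraries into 4 and 3, only 1, the real one, called as many genes (2599). The median split called 0. The split that put WT 468-4 with the 3 *Sp3-/-* libraries, which follows the suffix, called 2585. It keeps the *Sp3-/-* libraries together, so its count holds the difference of genotype too and does not measure the suffix alone. With the suffix covariate 1329 genes were called, and among libraries without a suffix 48. Of the 35 splits of WT and *Sp3+/-* libraries, all 35 called at least as many as the real one, which called 0 (312 genes at an unadjusted p below 0.05), and no split called more than 2. That outcome was fixed once the real split called 0, so it decides nothing. Of the 35 splits of *Sp3-/-* and *Sp3+/-* libraries, only 1 called as many as the real 3227. The split along the suffix, which also keeps the *Sp3-/-* libraries together, called 1260.

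The lower S phase, G2 and mitosis and lung mesenchyme genes in *Sp3-/-* may come from what the suffix marks. The 3 lists were lower in WT and *Sp3+/-* libraries without a suffix (-0.72, -1.40 and -0.74, adjusted p = 6.08e-14, 1.14e-12 and 4.11e-06, cameraPR), and among libraries without a suffix *Sp3-/-* did not pass the threshold (-0.03, -0.11 and -0.48, adjusted p = 0.9969, 0.5320 and 0.1701, cameraPR). These p-values hold for an inter-gene correlation of 0.01. Estimates between *Sp3-/-* and WT were 0.714, 0.961 and 0.281, so the p-values overstate the evidence. The same account as the whole cause is argued against among libraries without a suffix for the extracellular matrix (-0.99), cell cycle (Fig. 9C, -0.45), actin cytoskeleton (-0.83), epithelial-mesenchymal transition (-0.60) and bile acid metabolism genes (0.39). All their *Sp3-/-* libraries lay beyond WT 468-4 and *Sp3+/-* 697-4, by 1.03, 0.35, 0.64, 0.23 and 0.27 log2 CPM against pooled s.d. of 0.46, 0.13, 0.38, 0.21 and 0.08. The epithelial-mesenchymal transition genes exceeded theirs narrowly. The cell cycle list includes *Sp3* itself, at 6.52 and 5.81 log2 CPM in WT 468-4 and *Sp3+/-* 697-4 against 3.86 to 4.24 in *Sp3-/-*. Part of its gap is therefore that of the deleted gene, and the gap was not computed without it. The lipofibroblast (1.1) and E2F target genes (-0.32) stay open, with gaps of 0.01 and -0.09 against pooled s.d. of 0.50 and 0.39. An effect of genotype beside what the suffix marks stays open for these lists, with 5 libraries.

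Promoter GC boxes, to which Sp3 binds, were counted from 500 bp upstream to 100 bp downstream of the transcription start on GRCm39. Of 613 genes more than 2-fold higher in *Sp3-/-*, 53.2% had a GC box, against 66.3% of 12368 other genes (odds ratio 0.58, 95% interval 0.49 to 0.68, Fisher's exact test, 2-sided p = 6.86e-11). Genes matched by expression gave 63.9%, and none of 1000 matched draws was as low. Loss of direct repression at GC boxes would call for a higher share, and these genes as a set showed no excess. The draws were not matched by the GC content of promoters. The set also holds macrophage genes such as *C1qb*, which more macrophages in the cultures could raise. The lower share therefore does not decide on direct repression. Of 704 genes more than 2-fold lower, 63.4% had a GC box (odds ratio 0.88, 95% interval 0.75 to 1.03, Fisher's exact test, 2-sided p = 0.1198), against 63.0% of matched genes. Loss of direct activation stays open, because that interval spans 1. A window from 1000 bp upstream to 200 bp downstream gave odds ratios of 0.52 and 0.85. Single genes could differ from the set, and *Ccne1* had 8 GC boxes in the first window.

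*Sp3+/-* libraries, which the paper does not report for RNA-seq, lay near WT. On 1349 genes changed more than 2-fold, the median position of *Sp3+/-* between WT (0) and *Sp3-/-* (1) was 0.08. The same measure for WT libraries not used to choose the genes averaged 0.08 (-0.05 to 0.24), and for simulated unchanged libraries 0.05. Single *Sp3+/-* libraries lay at -0.01, 0.04 and -0.03, and 697-4 at 0.31. *Sp3* measured 5.70, 5.98, 6.16 and 5.81 log2 CPM in the 4 *Sp3+/-* libraries, and 6.52, 5.92, 6.75 and 6.30 in WT. Of single WT libraries, 468-4 lay at 0.54 toward *Sp3-/-* on the 2302 genes called without it and changed more than 2-fold, and the others, by the same measure, at 0.13, -0.16 and -0.10.

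The 9 epithelial genes tested had a median log2 fold change of 0.93 in *Sp3-/-* (6 higher, 3 lower, adjusted p = 0.1183, cameraPR), with 3 called higher and 5 of 9 above 1 CPM in the suffixed WT libraries. Without WT 685-2 the median was 1.87, and without *Sp3-/-* 697-2 it was 1.27, and both passed the threshold (adjusted p = 0.0152 and 0.0477, cameraPR). The 12 lung mesenchyme genes had a median of -0.87 (10 lower, adjusted p = 0.0044, cameraPR), with 5 called lower. Leaving out a library gave medians of -1.08 to -0.50, the latter without *Sp3-/-* 697-5. *Xist* measured 9.29 log2 CPM in *Sp3+/-* 685-5 and 8.75 in *Sp3-/-* 697-5, and -3.93 to -0.96 in the other libraries. *Ddx3y* was below 0 log2 CPM in these 2 libraries (-2.73 and -1.45) and above 6 in the others.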
